# Ouabain alleviates *Mycobacterium abscessus*-triggered inflammatory responses through dual regulation of NLRP3 inflammasome activity and M1 macrophage polarization

**DOI:** 10.3389/fimmu.2025.1633882

**Published:** 2025-08-15

**Authors:** Nan Li, Songqiang Huang, Xing Shi, Kuo Lu, Xiu Yu, Chen Qiu, Rongchang Chen

**Keywords:** *Mycobacterium abscessus*, ouabain, pulmonary inflammation, M1 macrophage polarization, NLRP3 inflammasome activation

## Abstract

**Introduction:**

*Mycobacterium abscessus* (*M. abscessus*) is a highly drug-resistant pathogen responsible for chronic pulmonary inflammation in humans. The cardiac glycoside ouabain exhibits broad anti-inflammatory effects in various disease models, but its therapeutic potential against *M. abscessus*-induced pneumonia remains unexplored.

**Methods:**

We investigated the role of ouabain in *M. abscessus*-induced inflammation using *in vivo* and *in vitro* models. Inflammatory responses were assessed through cytokine expression analysis (TNF-α, IL-6, IL-1β), histopathological examination (H&E staining), transcriptomic profiling, IHC, TEM and qPCR. The effects of ouabain on NLRP3 inflammasome activation and macrophage polarization were also evaluated.

**Results:**

Ouabain significantly reduced *M. abscessus*-induced inflammation by suppressing proinflammatory cytokines (TNF-α, IL-6, IL-1β) and attenuating lung tissue damage. Transcriptomic and qPCR analyses confirmed that ouabain downregulated NLRP3 inflammasome activity and IL-1β secretion *in vivo*. *In vitro* studies further demonstrated that ouabain inhibited NLRP3 inflammasome activation and M1 macrophage polarization.

**Discussion:**

These findings indicate that ouabain mitigates *M. abscessus*-induced pulmonary inflammation through dual mechanisms: suppression of NLRP3 inflammasome activation and modulation of M1 macrophage polarization. This study highlights ouabain’s potential as a therapeutic candidate for *M. abscessus* infections.

## Introduction

Nontuberculous mycobacteria (NTM) have emerged as significant human pathogens, causing chronic and debilitating pulmonary diseases that have become a global health concern in several countries (1). Among the approximately 200 identified NTM species, which are classified as either rapidly growing mycobacteria (RGM) or slowly growing mycobacteria (SGM) (2). Epidemiological studies indicate that RGMs account for approximately 5% of pulmonary infections, while *M. abscessus* complex is responsible for 65-80% of these RGM cases in regions such as Japan and North America (3). As the second most prevalent causative agent of NTM pulmonary disease (NTM-PD), *M. abscessus* can lead to both pulmonary and extrapulmonary manifestations (4). Clinically, *M. abscessus* infections predominantly affect immunocompromised individuals and patients with underlying pulmonary conditions such as cystic fibrosis (CF), chronic obstructive pulmonary disease (COPD), and bronchiectasis (5, 6). Other possible manifestations are main keratitis, endophthalmitis, cerebral abscesses, and meningitis (7, 8). *M. abscessus*-induced chronic infection is associated with a significant decline in lung function and a profound impact on a patient’s quality of life (9). However, the treatment for *M. abscessus* infection remains ineffective, with success rates as low as 30% due to intrinsic, adaptive, and acquired resistance (10). These therapeutic challenges underscore the urgent need for a better understanding of *M. abscessus* pathogenesis and the development of novel treatment strategies.

The host immune response to *M. abscessus* centers on macrophages, which serve as both primary defense cells (11) and intracellular niches for bacterial survival (12). Upon microenvironment stimulation, macrophages can be polarized into pro-inflammatory M1 phenotype and anti-inflammatory M2 phenotype (13). M1 macrophages, characterized by enhanced production of pro-inflammatory cytokines, play a dual role in *M. abscessus* infection, while essential for initial pathogen containment, their excessive activation contributes to tissue damage (14, 15). Nucleotide-binding and oligomerization domain-like receptors (NLRs) are members of the pattern recognition receptor (PRR) family, which are mainly expressed in the cytoplasm of macrophages and recognize the signs of pathogenic microorganisms invading cells. NLRs can form inflammasomes, such as NLRP1 (NOD-like receptor protein 1), NLRP3, NLRP4, and AIM2 (absent in melanoma 2) (16). Accumulating studies have highlighted that those receptors participate in signaling pathways and induce the production of pro-inflammatory cytokines, which are crucial for host defense against various pathogens (17). Recent studies by Wang et al. and Zhang et al. have demonstrated the NLRP3 inflammasome’s involvement in macrophage activation and polarization in sepsis (18) and inflammatory conditions (19), though its specific role in *M. abscessus* infection remains poorly understood.

Ouabain, a cardiotonic steroid originally isolated from digitalis species (20), has a well-established history in cardiovascular medicine for treating congestive heart failure and arrhythmias (21). Beyond its cardiac effects, emerging evidence identifies ouabain as an endogenous regulator produced by the adrenal glands and hypothalamus (22). Experimental studies demonstrate ouabain’s ability to modulate inflammatory responses through multiple mechanisms, including downregulation of CD14 (23), CD18 expression (24), and inhibition of the TNF-α/NF-κB pathway (25). While these findings establish ouabain as a promising immunomodulator, its potential role in *M. abscessus* infection remains entirely unexplored.

In this study, we investigate the effects of ouabain on the inflammation induced by *M. abscessus*. Our results show that ouabain significantly attenuates lung inflammation and modulates immune cell infiltration, particularly affecting macrophage populations. Mechanistically, we show that ouabain suppresses M1 macrophage polarization and inhibits NLRP3 inflammasome activation, thereby reducing IL-1β production both *in vivo* and *in vitro*. These results not only contribute to a better understanding of the pathogenesis of *M. abscessus*, but also identify ouabain as a potential therapeutic candidate - either as monotherapy or in combination with existing antibiotics - for the treatment of this clinically challenging infection.

## Materials and methods

### Animals

Female C57BL/6 mice (aged 6–8 weeks, weighing 20  ± 2 g) were purchased from Guangdong Medical Laboratory Animal Center (Guangdong Province, China). All mice were maintained under specific pathogen-free conditions with a 12-hour light/dark cycle at 20–22°C. The animals were allowed free access to drinking water and food. The study complied with the guidelines of the Institutional Animal Care and Use Committees (IACUCs) of the Southern University of Science and Technology and was approved by the Animal Subjects Committee of Shenzhen People’s Hospital (IACUC Number: AUP-220704-LN-0417-01).

### Bacterial culture

*M. abscessus* strain ATCC 410212027 was grown at 37°C on Middlebrook 7H10 agar supplemented with 10% OADC (oleic acid albumin dextrose catalase enriched) and 0.05% Tween-80 (Sigma-Aldrich). *M. abscessus* was collected by centrifugation and resuspended in Middlebrook 7H9 broth, supplemented with 0.2% glycerol, 0.05% Tween 80, and 10% ADC. Middlebrook 7H9 broth, Middlebrook 7H10 agar, OADC, and ADC were purchased from BD Pharmingen (San Diego, CA). The number of CFU bacteria was counted on Middlebrook 7H10 agar.

### Experimental groups and treatments

C57BL/6J mice were randomly assigned to the following groups (12 mice per group): 1) the control group (non-*M. abscessus* infected animals and treated with saline, intraperitoneal injection with saline); 2) *M. abscessus* infected group (animals infected with *M. abscessus* and intraperitoneally injected with saline); and 3) the ouabain-treated group (*M. abscessus* infected animals and intraperitoneal injection with ouabain). *M. abscessus-*infected and ouabain-treated groups were infected with 1.5 × 10^7^ CFU/50 μL *M. abscessus* via intratracheal intubation. An equal volume of saline was administered to the mice in the control group. The animals in the ouabain-treated group were intraperitoneally injected with 0.56 mg/Kg ouabain, based on previous *in vivo* work, for three consecutive days before M. abscessus infection (26). The control group and the M. abscessus-infected group were given equal volumes of saline intraperitoneally for three days. Ouabain octahydrate was purchased from Sigma-Aldrich as a >95% (HPLC) powder (Cat. no. 11018-89-6).

### ELISA analysis

Blood plasma collected from the eyes of mice was used to determine IL-1β, TNFα, IL-6 and IL-10 concentrations using a mouse-specific ELISA kit (Nanjing Jiancheng Bioengineering Institute, China) according to the manufacturer’s instructions. Optical density was measured using a microplate spectrophotometer at 450 nm (VersaMax microplate reader, tunable, BN 2529, Molecular Devices).

### Lung histology

The ligated upper lobe of the left lung was separated, immobilized with 4% paraformaldehyde and dehydrated with alcohol. The lung was then embedded in paraffin and cut into 4 μm thick sections. The tissues were treated with a hematoxylin and eosin kit (Beyotime Biotech, Shanghai, China) and stained and viewed with a light microscope.

### Acid-fast bacillus stain kit (Ziehl–Neelsen’s method)

The paraffin sections were transparent and were dewaxed with solvents (such as petrol and turpentine). The above samples were dehydrated with gradient ethanol and stained with an acid-fast Bacillus (AFB) kit according to the manufacturer’s instructions. Finally, the cells were observed under an oil microscope (Carl Zeiss Jena A1; Carl Zeiss Jena Company, Oberkochen, Germany).

### Immunohistochemical analysis

Sections of mouse lung tissue were deparaffinized and washed with double distilled water. A pre-warmed citrate solution (pH = 6.0) was used for 15 minutes in the microwave for antigen retrieval. After cooling for 30 min, the sections were removed, washed twice with double distilled water (5 min/time) and rinsed three times with 1 × PBS (5 min/time). The endogenous peroxidase was blocked with the endogenous peroxidase blocker (3% H solution) and incubated for 30 min at RT. Then the sections were rinsed three times with 1 × PBS (5 min/time) and incubated for 1 hour with 5% normal donkey serum blocking buffer at RT. The serum was then discarded and the sections were incubated with the primary anti-NLRP3 antibody (Abcam, ab189494, 1:200) at 4°C overnight. Sections were then cleared three times with 1 × PBS (5 min/time) and incubated with HRP-labelled goat anti-rabbit IgG at 37°C in the dark for 2 hours. Sections were then cleared three times with 1 × PBS (5 min/time) and mounted with non-fluorescent buffered glycerol. Finally, the sections were viewed under a fluorescence microscope at high magnification.

### Library construction and high-throughput sequencing and bioinformatic analysis of RNA-seq data (GSE301915)

Fresh mouse lung tissue was selected for RNA sequencing, with three replicates. Total RNA was extracted using TRIzol reagent (15596-026, Life Technologies) according to the manufacturer’s instructions and RNA integrity was assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies). The qualified total RNA was then purified using the RNA Clean XP Kit and the RNase-Free DNase Set. Nine libraries were prepared using the VAHTS Total RNA-seq (H/M/R) Library Prep Kit for Illumina (NR603-02; Vazyme). The library was summarized and sequenced as 150 bp paired-end sequencing reads using an Illumina HiSeq machine. After removing low-quality tags and various contaminants from the original sequencing reads, the clean dataset was processed with mirDeep29 (v2.0.0.5), annotated in the miR-Base database 30 (version 20) as a miRNA reference and aligned with the mouse reference genome (mm10) to predict novel miRNAs. Differentially expressed miRNAs between the four analysis time points were identified by log2Fold-Change| (|log2FC|) ≥1 and a false discovery rate (FDR) <0.05. All predicted target genes were annotated in the database. The web tool DAVID (Visualisation and Integrated Discovery) v6.8 was used for the enrichment analysis of the Gene Ontology (GO) and the Kyoto Encyclopaedia of Genes and Genomes (KEGG) with a significance of FDR <0.05.

### Flow cytometric analysis

According to the instructions for use, single cell suspensions from the lung were prepared and stained as follows: 0.1 μL zombie dye was added to each tube and incubated at room temperature for 10–15 minutes protected from light. The Fc receptor was blocked with CD16/CD32 (Mouse Fc Block, Clone 2.4 G2) for 10 minutes. Mice containing PE anti-CD45 (clone GL-1, Biolegend, San Diego, CA), BV421 anti-mouse F4/80 (clone T45-2342, BD Biosciences, Franklin Lakes, San Diego, CA) and PE-Cy7 anti-mouse CD11b (clone M1/70, BD Biosciences)-specific antibodies that stain extracellular surface markers were combined and stained in the dark for 30 minutes. Unstained cells were used to set the flow cytometer settings. Fluorescence minus one control (FMO) was used to determine the gating limits. Flow cytometric data were acquired using a CYTEK Northern Lights-CLC (Becton and Dickinson, Franklin Lakes, NJ) and analyzed using FlowJo 7.6 software and GraphPad Prism 9.0.

### Transmission electron microscopy

Lung tissue was obtained from the terminal sacrifice of mice and cut into 1–2 mm^3^ cubes. The lung tissue samples and infected cells were fixed with a solution of 2% paraformaldehyde (v/v) and 2.5% glutaraldehyde (v/v) in 0.05 M cacodylate-HCl buffer (pH 7.2) for 2–4 hours. After fixation, the samples were processed using conventional methods. The sections were analyzed using a transmission electron microscope (JEOL, Tokyo, Japan) at an accelerating voltage of 80 kV.

### Isolation and culture of bone marrow-derived macrophages

Mouse bone marrow-derived macrophages (BMDMs) were isolated and differentiated as previously described (26). C57BL/6 mice were sacrificed by dislocation of the spine, bone marrow from the femurs was rinsed and cultured in DMEM (10% FBS + 15% L929 cell-conditioned medium). After 7 days of culture, BMDMs were obtained as a homogeneous population of adherent cells. The number of cells was analyzed with a cell counter and the cells were divided into three groups: Negative control group (same dose of PBS), *M. abscessus* infection group (Multiplicity of Infection (MOI) = 5), and the group treated with Ouabain (the cells were pretreated with ouabain 1 hour before *M. abscessus* infection). 100 nmol/mL was chosen because this concentration was effective in a previous *in vitro* study (27).

### Q-PCR

Total RNA was extracted from lung tissue and cell pellets using TRIzol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. One microgram of total RNA was reverse transcribed using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA) to generate cDNA. cDNA was then amplified using the SYBR Green Master Mix (TaKaRa, Mountain View, CA) according to the manufacturer’s protocol. Quantitative real-time PCR was performed using the CFX384 Fluorescent Quantitative Real-Time PCR System (Bio-Rad, Hercules, CA). Relative mRNA concentrations were calculated using the 2-ΔΔCt method, and GAPDH was used as an internal control. The primers used for cDNA synthesis and qPCR are listed in **Supplementary Table S1**.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism software (Prism 9.0). Flow cytometry data were analyzed using FlowJo 10 software. Data are expressed as mean ± SEM, and statistical significance was determined using a two-way analysis of variance (ANOVA) followed by Student’s t-test. Statistical significance was set at *P* < 0.05.

## Results

### Ouabain attenuates pulmonary inflammation and tissue damage in *M. abscessus*-infected mice

To investigate the anti-inflammatory effect of ouabain against M. abscessus infection, we first analyzed the cytokine responses. M. abscessus infection elicited a robust systemic inflammatory response, as evidenced by significantly increased plasma levels of pro-inflammatory cytokines including IL-1β (p < 0.0001, **Figure 1A**), IL-6 (p < 0.0001, **Figure 1B**) and TNF-α (p < 0.0001, **Figure 1C**) compared to saline-treated controls. Interestingly, the anti-inflammatory cytokine IL-10 also showed increased levels post-infection (p < 0.0008, **Figure 1D**). Treatment with ouabain effectively attenuated the cytokine storm triggered by the infection and significantly suppressed the upregulation of pro-inflammatory mediators (p < 0.05, **Figures 1A–C**). Of note, while ouabain reduced overall cytokine production, it maintained elevated IL-10 levels (p < 0.0087, **Figure 1D**), suggesting a possible mechanism for its anti-inflammatory effects. Ouabain treatment significantly reduced the intensity of AFB staining in lung sections (**Figure 1E**) compared to infected controls (no staining was observed in uninfected animals). This correlated with a 2.3-fold decrease in the number of viable bacteria (p < 0.0001, **Figure 1F**), indicating a significant reduction in bacterial burden in the lungs. H&E-stained lung sections showed that M. abscessus infection induced severe granulomatous inflammation with extensive inflammatory infiltration. However, treatment with ouabain reduced the infiltration of inflammatory cells by 58%, maintained alveolar integrity and significantly suppressed the development of granulomas (**Figures 1G, H**). Compared to the saline-treated controls, a separate group of mice received ouabain alone (0.56 mg/Kg), which did not induce systemic toxicity or pulmonary inflammation, consistent with previous reports (28). For the sake of conciseness and to focus on infection-related outcomes, these control data are not presented. Therefore, our results indicate that a successful animal model of *M. abscessus* infection was established, and ouabain exerts potent anti-inflammatory effects in *M. abscessus* pulmonary infection.

**Figure 1:**
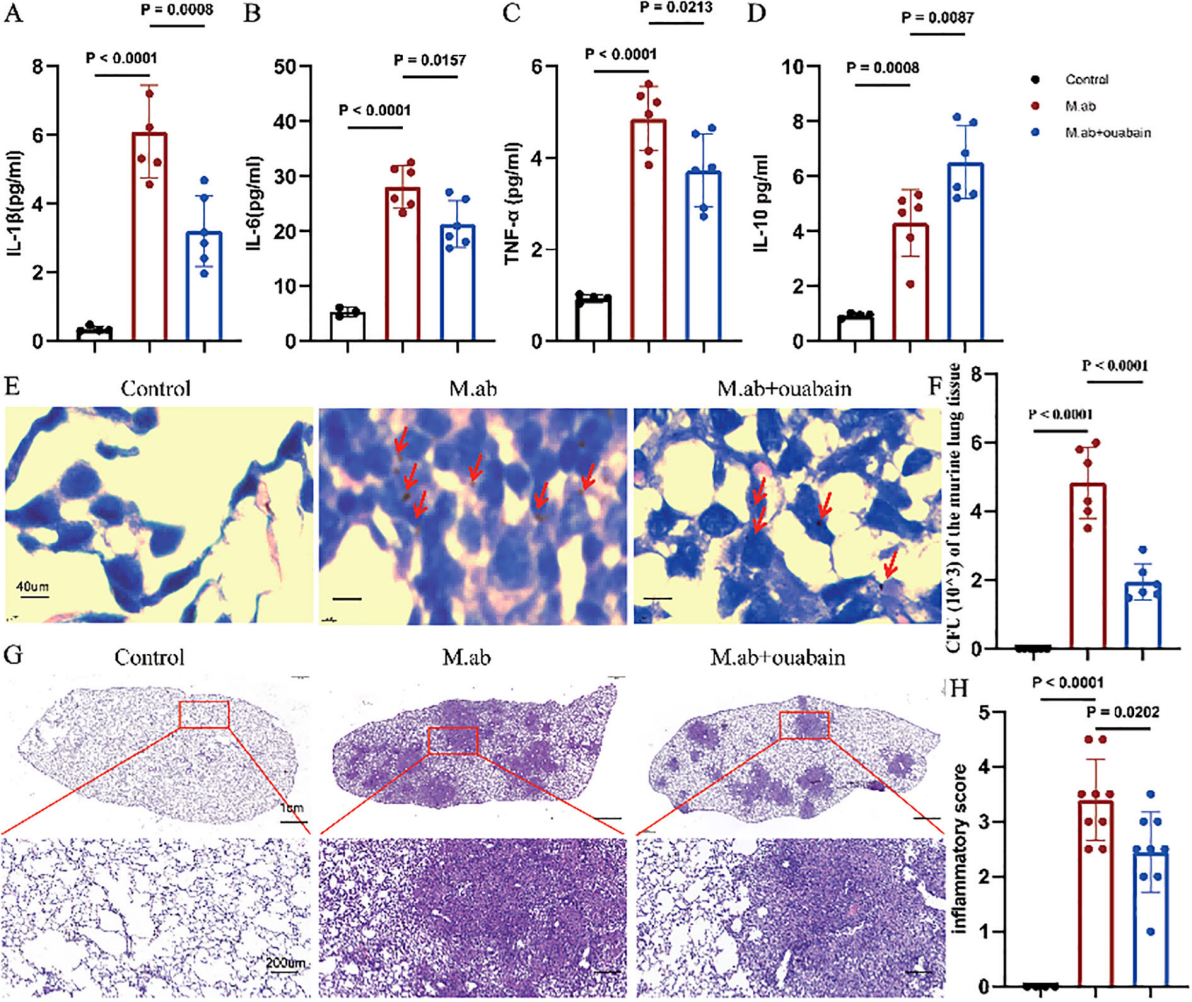
Ouabain attenuates *M. abscessus*-induced pulmonary inflammation. **(A–D)** Plasma cytokine profiles showing ouabain-mediated modulation of inflammatory responses. ELISA quantification of **(A)** IL-1β, **(B)** IL-6, **(C)** TNF-α, and **(D)** IL-10 levels in experimental groups. **(E)** Acid-fast bacilli AFB staining of lung sections (40× magnification; scale bar = 40 μm), with red arrows highlighting mycobacterial clusters. **(F)** Quantitative assessment of pulmonary bacterial burden demonstrating ouabain’s antimicrobial efficacy. **(G)** Representative H&E-stained lung sections at low (2×; scale bar = 1 cm) and high (20×; scale bar = 100 μm) magnification, illustrating pathological improvements with ouabain treatment. **(H)** Histogram quantification of pulmonary inflammation. Data represent mean ± SEM (n = 4-9/group). Control: C57BL/6 mice treated with saline, M.ab: Infected with *M. abscessus* and intraperitoneally injected with saline, *M. abscessus* + Ouabain: Infected with *M. abscessus* and intraperitoneally injected with Ouabain.

### Ouabain reduces pulmonary macrophage and neutrophil infiltration post-infection

As key mediators of innate immunity, neutrophils and macrophages play crucial roles in host defense against microbial pathogens. To characterize ouabain’s immunomodulatory effects, we performed flow cytometric analysis of leukocyte populations in the *M. abscessus* infection model. We immunostained for double-positive Ly6G/CD11b neutrophils, F4/80/CD11b macrophages, CD11b/CD19 B cells, and CD3/CD8 T cells (**Supplementary Figure S1A**). Gating of BALF CD45^+^ leukocytes, as shown in **Supplementary Figures S1B, C**, and myeloid cells were further analyzed for specific macrophage and neutrophil markers. The percentages of F4/80^+^CD11b^+^ and Ly6G^+^CD11b^+^ subsets showed a significant increase in BALF induced by *M. abscessus* infection compared to the control (*p* < 0.05). However, ouabain treatment decreased the upregulation of the F4/80^+^CD11b^+^ and Ly6G^+^CD11b^+^ subsets in *M. abscessus-infected* lung tissues (*p* < 0.05, **Figures 2A–D**). We also measured the F4/80^+^CD11b^+^, Ly6G^+^CD11b^+^, CD11b^+^CD19^+^, and CD3^+^CD8^+^ subsets in the murine lung tissues. The percentages of neutrophils and macrophages in the ouabain-treated group (5.29% and 7.45%, respectively) were significantly lower than those in the *M. abscessus* infection group (10.72% and 12.5%) (*p* < 0.05, **Figures 2E–H**). We also found that the percentages of CD11b^+^CD19^+^ B cell subsets and CD3^+^CD8^+^ T cell subsets were not significantly different between the *M. abscessus*-infected and ouabain-treated groups (**Supplementary Figures S1D**–**S3G**), which were all lower than those in the control group. These data demonstrate that ouabain specifically modulates innate immune cell recruitment without affecting adaptive immune populations, suggesting targeted regulation of myeloid cell trafficking during *M. abscessus* infection.

**Figure 2:**
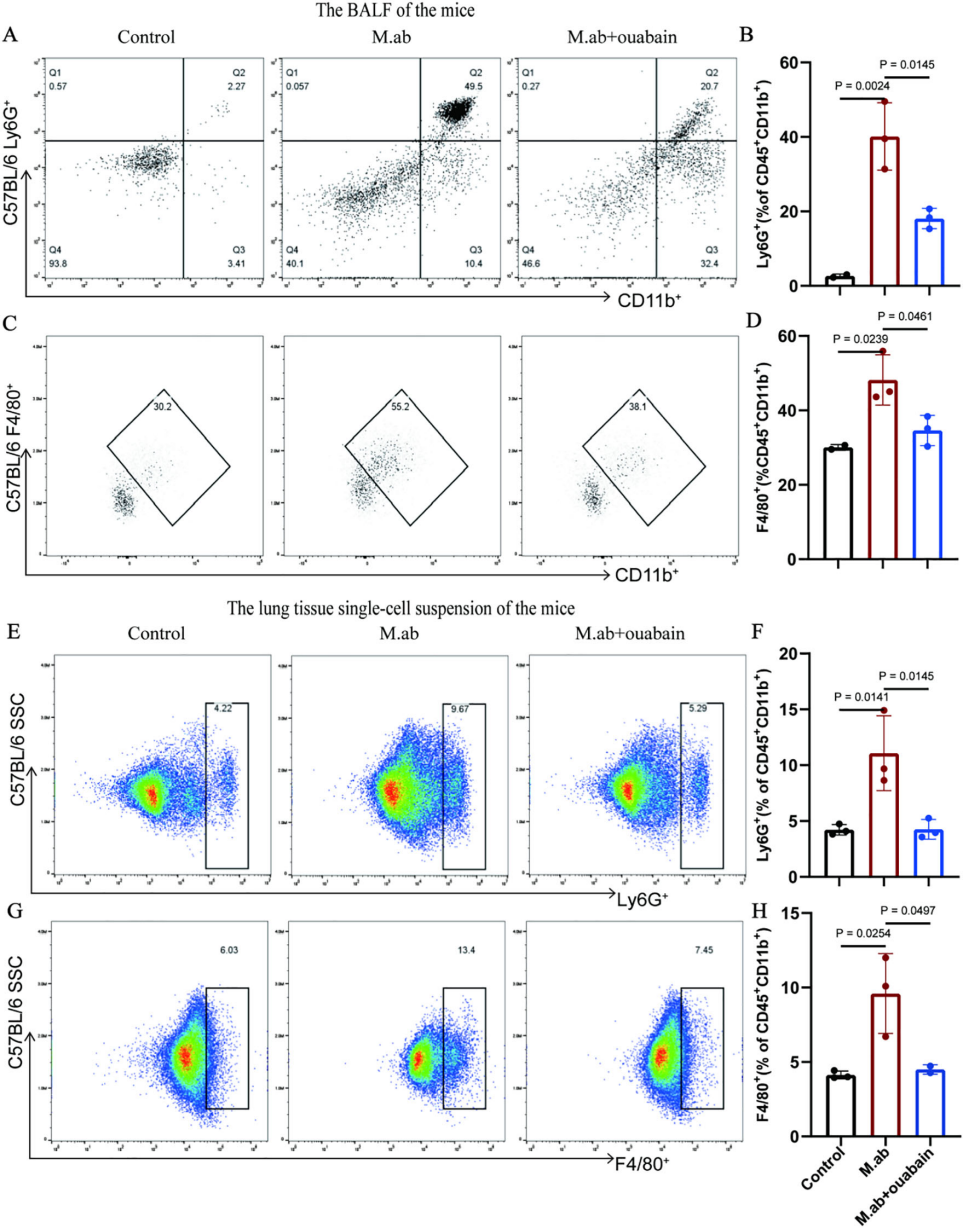
Ouabain modulates neutrophil and macrophage infiltration in *M. abscessus*-infected lungs. **(A)** Representative flow cytometry plots of Ly6G^+^CD11b^+^ neutrophils in BALF. **(B)** Quantitative analysis of neutrophil percentages in BALF. **(C)** Representative FACS plots of F4/80^+^CD11b^+^ macrophages in BALF. **(D)** Quantification of macrophage percentages in BALF. **(E)** Flow cytometry profiles of pulmonary neutrophils. **(F)** Statistical analysis of lung neutrophil infiltration. **(G)** FACS plots of lung macrophages. **(H)** Quantitative assessment of macrophage populations in lung tissue. Data represent pooled results from three independent experiments (mean ± SEM). Groups as in **Figure 1**.

### Ouabain suppresses NLRP3 inflammasome pathway activation in *M. abscessus* infection

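Lung tissue came from 3 saline-treated control mice, 3 *M. abscessus*-infected mice and 3 infected mice treated with ouabain, a cardiac glycoside. Infected mice received 15000000 CFU in 50 μL by intratracheal intubation. The ouabain-treated mice had received 0.56 mg/kg by intraperitoneal injection on 3 consecutive days before infection. Total RNA of each lung was made into its own library and sequenced as paired-end reads on an Illumina HiSeq, which gave 9 libraries. The authors deposited the count of reads on each gene in each mouse, without normalization, in 54232 entries whose coordinates are those of mm10 (GRCm38). The paper's text names a program for miRNA reads and does not name the program that counted reads on genes.
The total count per mouse was between 19468026 and 20998747 in the control group, between 20244266 and 21017663 in the infected group, and between 16771233 and 18750913 in the ouabain-treated group. Groups were compared with edgeR's quasi-likelihood test after TMM normalization, over genes that passed edgeR's filter on low counts. Adjusted p values are Benjamini-Hochberg adjusted over the genes tested. Genes were called differentially expressed genes (DEGs) at the thresholds given with Fig. 3, an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Levels are given as CPM, the count on a gene relative to the library total scaled by the TMM factor, with the SD over mice. The standard error given with a log2 fold change is its size divided by the square root of edgeR's F statistic. It was not estimated apart from the test and can understate the error of genes with few counts in a group.
The heat map of Fig. 3B shows ouabain-treated mice 2 and 3, while its legend gives n=3 per group, and the paper gives no reason for leaving out mouse 1. Comparisons with the ouabain-treated group are therefore given over mice 2 and 3 and then over all 3 mice. On the first principal component, which held 70.3% of the variance, control mice lay between -82.6 and -70.0 and infected mice between 51.7 and 62.2. Ouabain-treated mice 1, 2 and 3 lay at 64.8, -30.1 and 29.1. The mean squared difference between 2 mice of a group, relative to that from counting error alone, was 5.35 to 8.17 per gene in the control group and 3.39 to 4.19 in the infected group. In the ouabain-treated group it was 28.8 between mice 1 and 2, 10.1 between mice 1 and 3, and 18.7 between mice 2 and 3.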

We performed mRNA transcriptome sequencing to elucidate and identify the possible anti-inflammatory mechanism of ouabain in an *M. abscessus*-infected mouse model. Transcriptome data revealed 3731 DEGs between the control and *M. abscessus*-infected groups, including 1,450 downregulated and 2,281 upregulated genes. 

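Between the infected and control groups (n = 3 mice each), edgeR called 3575 DEGs among 17927 genes tested, 2148 upregulated and 1427 downregulated. DESeq2's Wald test with Benjamini-Hochberg adjustment called 2281 upregulated and 1450 downregulated genes on the same mice. Dropping the fold change minimum moved the edgeR counts most, to 5141 higher and 4813 lower genes. With each of the 6 mice left out in turn, the number of upregulated genes stayed between 2101 and 2222 and that of downregulated genes between 1302 and 1620.
The DEGs were called on the same infected and control mice, so that a lack of overlap between the groups adds no evidence. Of the DEGs, 2450 had a mean normalized count of at least 50 and no overlap between the mice of both groups. The 5 of these with the largest increase were Ubd, Gm15056, Cxcl9, Acod1 and Il21. Ubd (chromosome 17 from 37193892 to 37196095) had 10085 counts over the infected mice and 3 over the control mice, a ratio of 3292 with an exact 95% interval for counting error alone of 1126 to 15965. Il21 (chromosome 3 from 37222759 to 37232636) had 416 counts over the infected mice and 1 over the control mice, a ratio of 407 with an interval of 72.7 to 16128. Gm15056 (chromosome 8 from 20900606 to 20902627) had 0 counts in every control mouse and 509 over the infected mice, at least 166-fold higher than 3 counts over the control group would be. Cxcl9 (chromosome 5 from 92321347 to 92328079) rose from 0.625 ± 0.0713 to 686 ± 50.2 CPM (SD, n = 3), a log2 fold change of 10.13 (standard error 0.13, edgeR adjusted p = 3.7e-11). Acod1 (chromosome 14 from 103046977 to 103056573) had a log2 fold change of 9.42 (standard error 0.20, edgeR adjusted p = 1.1e-09).
The 5 with the largest decrease were Ccl21a, Ces1f, Cyp1a1, Asgr1 and Bpifa1. Ccl21a (chromosome 4 from 42772860 to 42773993), whose reads the counting could share with its close paralogs, fell from 13.5 ± 1.17 to 0.387 ± 0.0811 CPM, a log2 fold change of -5.05 (standard error 0.21, edgeR adjusted p = 2.2e-08). The log2 fold changes of Asgr1 and Bpifa1 were -4.29 and -4.00. Ces1f (-5.00, edgeR adjusted p = 0.0404) had 124, 253 and 1479 counts in the 3 control mice, and its adjusted p rose to at most 0.128 and was above 0.05 without control mouse 2 or any infected mouse. Cyp1a1 (-4.47, edgeR adjusted p = 0.0240) had 609, 873 and 3768 counts in the control mice, and its adjusted p rose to at most 0.0819 and was above 0.05 without any one infected mouse.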

479 downregulated and 293 upregulated genes were identified in the ouabain-treated group (**Supplementary Figure S2A**). Moreover, we observed the intersections of these four gene sets, which generated a Venn plot (**Figure 3A**), indicating that ouabain has a strong and specific regulatory effect on *M. abscessus*-induced inflammation. 

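Over ouabain-treated mice 2 and 3, the mice of the heat map, and the 3 infected mice, edgeR called 182 downregulated and 100 upregulated genes. DESeq2 over the same 5 mice, a combination chosen after seeing the data, called 480 and 292. Over all 3 ouabain-treated mice, edgeR called 0 downregulated and 0 upregulated genes of 17674 tested. At an unadjusted p under 0.05 and the same fold change minimum, edgeR gave 221 downregulated and 187 upregulated genes over all 3 mice. DESeq2 with adjusted p called 30 downregulated and 27 upregulated genes over all 3 mice, and 362 and 289 by unadjusted p. Leaving out mouse 2, mouse 3 or any one infected mouse left the edgeR counts with adjusted p at 0 in both directions, so that of the 6 mice mouse 1 alone changed them.
Among 14068 genes with a mean normalized count of at least 50, 1197 were lower and 1932 higher in every ouabain-treated mouse than in every infected mouse. These made up 22.2% of the genes, where chance gives 10% on average for 3 mice against 3. Genes can vary together across mice, so that the share in a single grouping can lie far from 10% without an effect. The share is therefore no test of ouabain.

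**Figure D1:**
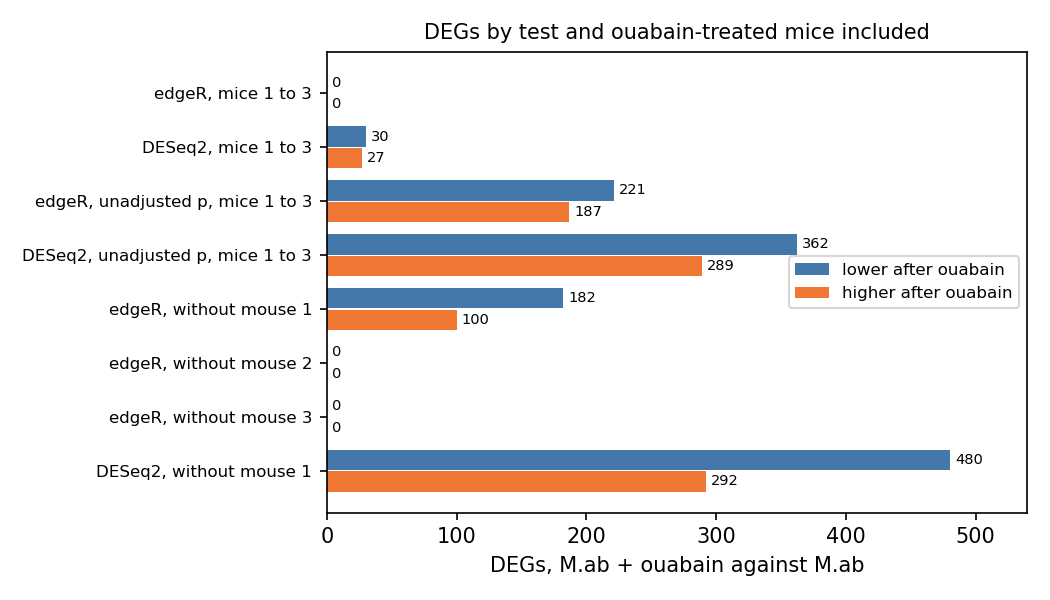
Number of DEGs in the ouabain-treated group against the infected group, by test and by the ouabain-treated mice included. Blue bars are downregulated and orange bars upregulated genes, and the edgeR counts with adjusted p are 182 and 100 without mouse 1 and 0 with any other choice of mice shown.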

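To place each mouse between the groups, its log2 CPM over the 3575 infection DEGs was expressed as a position on a scale with the control mean at 0 and the infected mean at 1, with upregulated and downregulated genes weighted alike. The genes and the scale came from the infected and control mice alone. Ouabain-treated mice 2 and 3 lay at 0.331 and 0.728, a mean of 0.529 (exact permutation test against the infected mice, two-sided, p = 0.1, the smallest p that 2 mice against 3 allow). Mouse 1 lay at 1.03. Across all 3 ouabain-treated mice the position was 0.696 ± 0.350 (SD, n = 3) against an SD of 0.0446 among infected mice and 0.0639 among control mice, with an exact permutation p of 0.3, where 3 mice against 3 cannot go below 0.1. The difference between the groups did not exceed the spread among the ouabain-treated mice. Scored with genes and scale from the other infected mice, the 3 infected mice lay at 0.895, 1.02 and 0.961. The mean of the ouabain-treated group moved most when mouse 2 was left out, to 0.880.

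**Figure D2:**
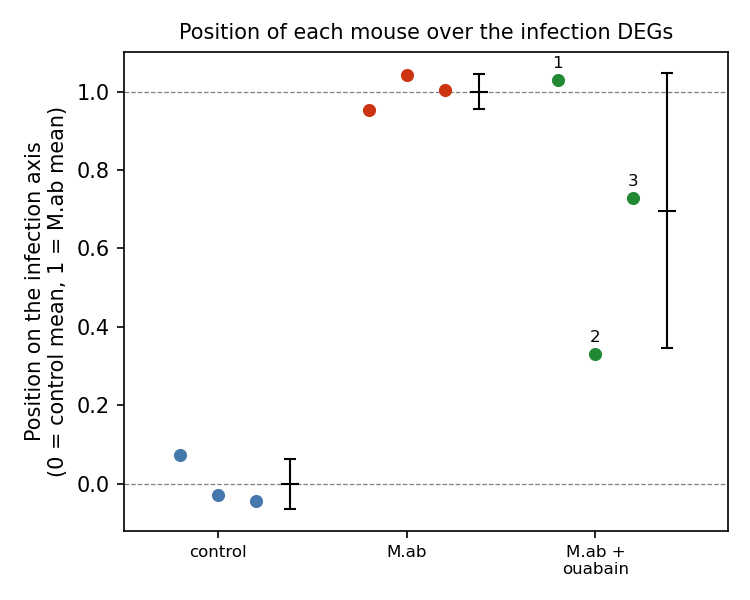
Position of each mouse over the infection DEGs, with 0 at the mean of the control group and 1 at the mean of the infected group. Points are mice, numbers mark the ouabain-treated mice, and the bar beside each group is its mean ± SD (n = 3). Ouabain-treated mice 1, 2 and 3 lie at 1.03, 0.331 and 0.728.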

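The genes called by edgeR as downregulated over ouabain-treated mice 2 and 3 included 165, or 90.7%, that were upregulated by infection. With the DESeq2 calls over these mice, 431 of 480 were. With all 3 mice, edgeR with adjusted p left 0 genes to intersect, the unadjusted edgeR calls overlapped in 159 of 221 genes (71.9%), and DESeq2 in 22 of 30 with adjusted p (73.3%) and 224 of 362 without (61.9%). The edgeR overlap with adjusted p was 0 without mouse 2 or mouse 3 and came to 165 genes without mouse 1 alone.
Without any threshold on the ouabain comparison, 94.5% of the 2148 infection-upregulated genes were lower in mice 2 and 3 than in the infected group, with a median log2 fold change of -0.74. When all 3 mice were included, 90.8% of the 2144 infection-upregulated genes tested were lower, with a median of -0.44. Without mouse 2, 68.9% were lower with a median of -0.16, and without mouse 3, 93.9% with a median of -0.48.
Both comparisons use the same 3 infected mice, so that chance deviations in these mice push the fold changes in opposite directions. In 10 simulated datasets whose ouabain group did not differ from the infected group, with the spread among infected and control mice, the fold changes of infection DEGs had opposite signs in 53.8% to 56.4% of genes for mice 2 and 3 and in 54.7% to 57.8% for all 3, against 94.9% and 90.3% in the data. The correlation across genes, which are not independent replicates, was -0.784 for mice 2 and 3 and -0.690 for all 3, against medians of -0.153 and -0.161 in the simulations. In the simulations, 22 to 36 genes were downregulated after ouabain by unadjusted edgeR p, against 221 in the data, and 26.9% to 54.8% of them overlapped. By unadjusted DESeq2 p there were 18 to 28 such genes, against 362, of which 4 to 18 overlapped, against 224. Their share was 16% to 64.3%, a range that holds the 61.9% of the data. Over mice 2 and 3, DESeq2 with adjusted p gave 0 to 5 downregulated genes in the simulations, against 480, and 0 to 4 in the overlap, against 431. The ouabain-treated mice varied more than the simulated mice did. The simulations also drew each gene on its own, while real mice can deviate together over many genes. They therefore show only what sharing the infected mice gives. They cannot tell an effect of ouabain from mice that differ in the course of infection.
With the infection fold change taken from 2 infected mice and the ouabain fold change from the other infected mouse, averaged over the 3 choices, the slope of the latter on the former across infection DEGs was -0.400 for mice 2 and 3 and -0.251 for all 3. The slope was 0.0461 for mouse 1, -0.596 for mouse 2 and -0.203 for mouse 3, and without mouse 2 it was -0.0808.

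**Figure D3:**
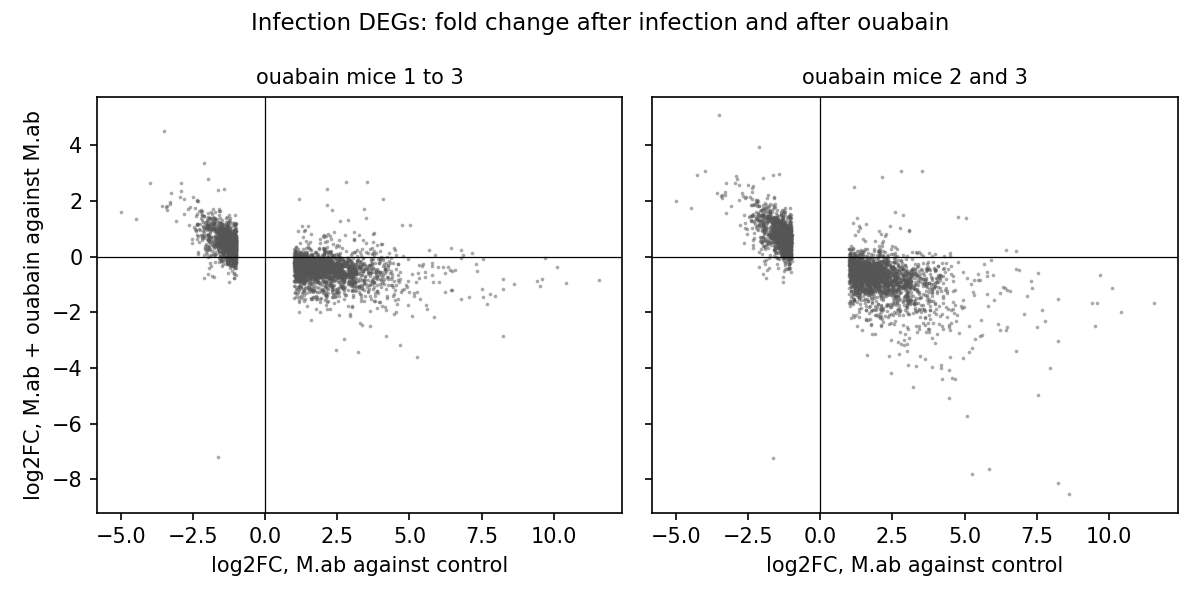
Log2 fold change of each infection DEG after ouabain (y axis) against that after infection (x axis), over all 3 ouabain-treated mice (left) and mice 2 and 3 (right). Each point is a gene. Both axes use the same infected mice, which alone tilts the points downward. The signs were opposite in 90.3% of genes on the left and 94.9% on the right.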

Remarkably, 89.8% (430/479) of the downregulated genes in the ouabain-treated group were upregulated following *M. abscessus* infection. Conversely, 75.8% (222/293) of the up-regulated genes in the ouabain-treated group were among the *M. abscessus*-infected down-regulated gene sets. 

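Of the 100 genes that edgeR called upregulated over ouabain-treated mice 2 and 3, 78 (78%) were downregulated by infection. The DESeq2 calls over these mice gave 221 of 292 genes (75.7%). Across all 3 mice, where edgeR with adjusted p called 0 genes, the overlap was 133 of 187 genes (71.1%) for edgeR by unadjusted p, 19 of 27 (70.4%) for DESeq2 by adjusted p and 190 of 289 (65.7%) by unadjusted p. Of the edgeR counts with adjusted p, that without mouse 1 was again the one above 0. The simulated datasets without an effect of ouabain drew each gene on its own. Their overlap by unadjusted p was 28.1% to 62.1% for edgeR and 26.9% to 56.7% for DESeq2. Of the genes downregulated by infection, 95.5% of 1316 were higher in mice 2 and 3 than in the infected group, with a median log2 fold change of 0.76, and 89.4% of 1261 over all 3 mice, with a median of 0.55. Without mouse 2 the share was 67.2% and the median 0.23.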

The heat map showed that most differentially expressed genes related to the inflammatory response were downregulated in the ouabain-treated group compared with those in the *M. abscessus*-infected group (**Figure 3B**). These genes were highlighted in volcano plots: inflammasome pathway correlation genes were upregulated in the lungs of *M. abscessus*-infected mice compared to the control group (**Figure 3C**). 

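Over ouabain-treated mice 2 and 3, 21 of the 25 genes of the heat map had a lower level than in the infected group. edgeR's adjusted p was under 0.05 for 1 of them, Il1b, and DESeq2's for 7. Over all 3 mice, 20 of the 25 were lower and 0 passed an adjusted p of 0.05 with edgeR or DESeq2. The log2 fold changes over all 3 mice ranged from -1.23 for Il1b to 0.045 for Ripk1. The 5 genes that were not lower were Nfkbia (0.015), Chuk (0.032), Tnfrsf1a (0.037), Tradd (0.026) and Ripk1. Of these, Nfkbia was lower without infected mouse 3 or ouabain-treated mouse 1 (-0.053 and -0.048) or ouabain-treated mouse 3 (-0.0075), Tnfrsf1a without infected mouse 2 (-0.0066) or ouabain-treated mouse 3 (-0.017), and Tradd without ouabain-treated mouse 3 (-0.0069). Counted per mouse, mouse 1 lay below every infected mouse in 6 of the 25 genes, mouse 2 in 22 and mouse 3 in 15, while the control mice did so in 20 to 22. Without mouse 2, 17 genes were lower, and without mouse 3, 22. After infection, 23 of the 25 genes were higher than in the control group and 19 of these passed an adjusted p of 0.05 with edgeR, or 18 without infected mouse 3, where Fadd no longer passed. The genes were chosen by the study on these samples.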

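The volcano plot names 9 genes, Il1a, Il1b, Il6, Il18, Nlrp3, Nlrp1b, Nlrp1c, Nlrc4 and Aim2. All 9 were higher in the infected than in the control group, and 8 passed an adjusted p of 0.05 with edgeR over all genes tested. The count adjusted over the list alone was also 8, or 9 without control mouse 1, which is not independent evidence, since the legend describes the highlighted genes as upregulated by infection in these samples. Nlrp3 (ENSMUSG00000032691, chromosome 11 from 59541568 to 59566956 of GRCm38) rose from 5.60 ± 1.03 to 28.6 ± 2.05 CPM (SD, n = 3 mice each), a log2 fold change of 2.40 (standard error 0.14, edgeR adjusted p = 2.7e-07). With each mouse left out in turn, it stayed between 2.27 and 2.54. Il1b (chromosome 2 from 129364570 to 129371139) rose from 8.29 ± 2.07 to 94.0 ± 13.5 CPM, a log2 fold change of 3.55 (standard error 0.19, edgeR adjusted p = 5.2e-06). Il1a (chromosome 2 from 129299610 to 129309972) rose from 2.10 ± 0.204 to 32.0 ± 1.10 CPM, a log2 fold change of 3.97 (standard error 0.12, edgeR adjusted p = 2.4e-09). Il6 (chromosome 5 from 30013114 to 30019981) stood at 0.319 CPM in the control and 1.34 CPM in the infected group, a log2 fold change of 2.11 (standard error 0.46, edgeR adjusted p = 0.00290). Nlrc4 and Aim2 had log2 fold changes of 2.49 and 2.39. Nlrp1b had 3.43 and the neighbouring pseudogene Nlrp1c, listed as Nlrp1c-ps, 3.55, and the counting could have split reads between these paralogs. Il18 (chromosome 9 from 50554827 to 50581840) was the exception, with 8.89 ± 1.46 CPM in the control and 10.5 ± 0.527 CPM in the infected group, a log2 fold change of 0.28 (standard error 0.15, edgeR adjusted p = 0.125). For the other 8 genes every infected mouse was above every control mouse (exact permutation p = 0.1, the smallest that 3 mice against 3 allow).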

All increases were downregulated after the Ouabain administration (**Figure 3D**). 

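Over ouabain-treated mice 2 and 3, 8 of the 9 genes Il1a, Il1b, Il6, Il18, Nlrp3, Nlrp1b, Nlrp1c, Nlrc4 and Aim2 were lower than in the infected group, Il18 being the exception. Il1a and Il1b passed an adjusted p of 0.05 with edgeR over all genes tested, and 7 genes did when adjusted over the list alone. With DESeq2 over these mice, 6 genes passed over all genes tested and 8 when adjusted over the list alone. Nlrp3 had a log2 fold change of -1.29 (standard error 0.33, edgeR adjusted p = 0.0885) over these mice, with a DESeq2 adjusted p of 0.00210. Il1b had -1.74 (standard error 0.29, edgeR adjusted p = 0.0462) and Il1a -3.09 (standard error 0.24, edgeR adjusted p = 0.0124).
With all 3 mice included, 8 genes were again lower, and 0 passed an adjusted p of 0.05 with edgeR or DESeq2 over all genes tested. Adjusted over the list alone, 0 passed with edgeR and 1 with DESeq2, and the list was chosen by the study on these samples. The log2 fold change of Nlrp3 was -0.85 (standard error 0.39, edgeR adjusted p = 0.441), with 16.0 ± 8.73 CPM in the ouabain-treated group. Mouse 1, left out of the heat map, had 24.5 CPM of Nlrp3 against 7.02 and 16.5 in mice 2 and 3. Il1b had a log2 fold change of -1.23 (standard error 0.40, edgeR adjusted p = 0.418), with 65.1 CPM in mouse 1 and 19.1 and 37.4 in mice 2 and 3. Il1a had -1.62 (standard error 0.72, edgeR adjusted p = 0.438), with 24.0 CPM in mouse 1 and 2.69 and 4.82 in the others. Nlrp1b, Nlrp1c, Nlrc4, Aim2 and Il6 had log2 fold changes between -0.94 and -0.69. Il18 was higher in the ouabain-treated than in the infected group by 0.15 over mice 2 and 3 and 0.093 over all 3, within the spread of the mice (edgeR adjusted p = 0.721 and 0.853), and lower without mouse 3 (-0.15). Mouse 1 lay below every infected mouse in 5 of the 9 genes, mouse 2 in all 9 and mouse 3 in 8.

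**Figure D4:**
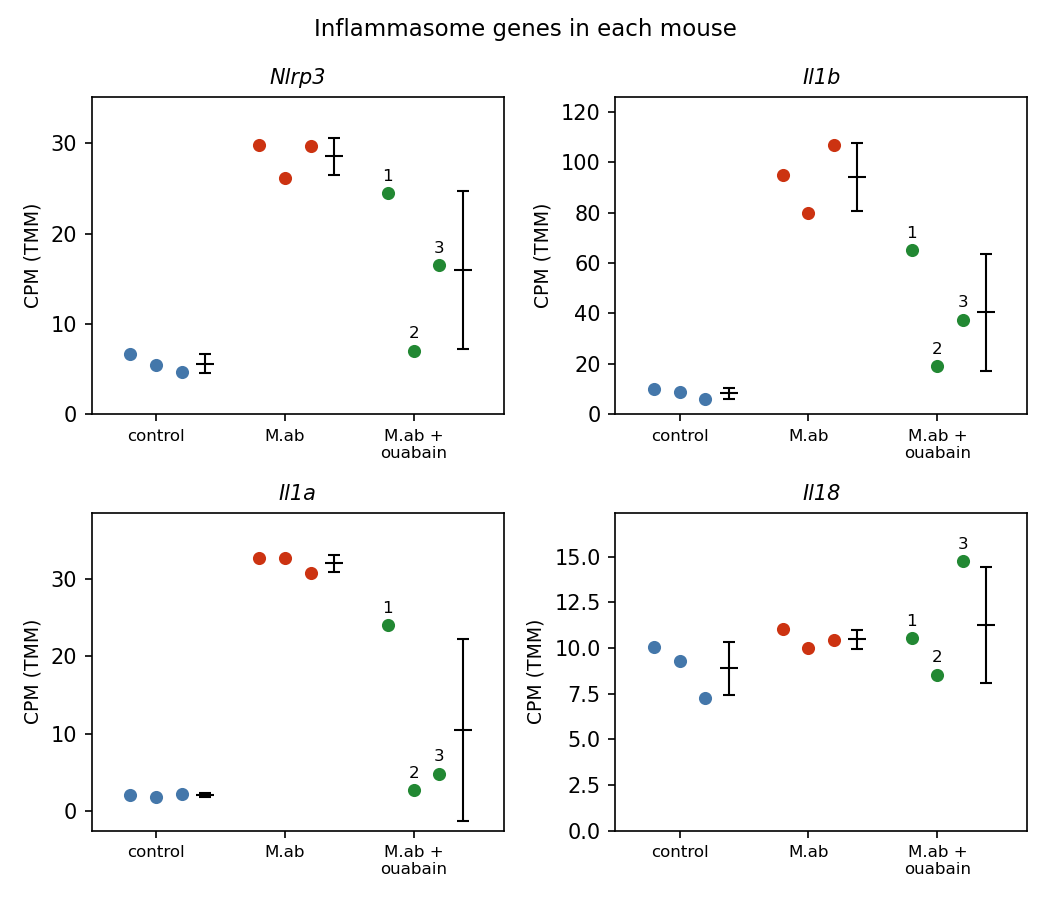
CPM of Nlrp3, Il1b, Il1a and Il18 in each mouse. Points are mice, numbers mark the ouabain-treated mice, and the bar beside each group is its mean ± SD (n = 3). Nlrp3 is at 24.5, 7.02 and 16.5 CPM in ouabain-treated mice 1, 2 and 3.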

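Nos2, which encodes iNOS, Tnf, Il12a and other genes drawn in the network of Fig. 3E were read from the same lungs. Nos2 (chromosome 11 from 78920787 to 78960254) rose from 4.53 ± 0.759 CPM in the control to 379.5 ± 20.9 CPM in the infected group (SD, n = 3), a log2 fold change of 6.44 (standard error 0.11, edgeR adjusted p = 1.9e-10). Tnf (chromosome 17 from 35199381 to 35202007) had 4.32 (standard error 0.18, edgeR adjusted p = 2.9e-08). After infection, Il12a had a log2 fold change of 1.30, Nlrp1a 3.66, Glrx 2.16, Tnfsf14 1.67, C1qtnf3 2.10, Htr2b 2.10 and Rela 0.34. Cyp1b1 had 1.30 (standard error 0.40, edgeR adjusted p = 0.0397), and its adjusted p was above 0.05 without control mouse 1, control mouse 2 or any one infected mouse, reaching at most 0.125.
In ouabain-treated mice 2 and 3, C1qtnf3 had a log2 fold change of -1.91 (standard error 0.27, edgeR adjusted p = 0.0323) and Htr2b -1.98 (standard error 0.33, edgeR adjusted p = 0.0452). Over these mice, Nos2 had a log2 fold change of -2.65 (standard error 0.91, edgeR adjusted p = 0.145) and Tnf -1.21 (standard error 0.46, edgeR adjusted p = 0.175). With DESeq2 over mice 2 and 3, the adjusted p was 0.0398 for Tnf, 0.0232 for Il12a, 0.00552 for Glrx, 2.8e-04 for Cyp1b1, 4.6e-08 for C1qtnf3 and 4.4e-04 for Htr2b, and above 0.05 for Nos2 (0.0960), Nlrp1a (0.212), Tnfsf14 (0.508) and Rela (0.778). Across all 3 mice, none of the genes named here passed with edgeR, where 221 downregulated genes of all tested passed by unadjusted p, and Cyp1b1 passed with DESeq2 (adjusted p = 0.0298). Nos2 had -1.20 (standard error 1.01, edgeR adjusted p = 0.611) and Tnf -0.60 (standard error 0.53, edgeR adjusted p = 0.629) over all 3. Mouse 1 had 378 CPM of Nos2 against 9.71 in mouse 2 and 112 in mouse 3. For Tnf the values were 28.7, 4.86 and 17.1 CPM.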

Protein-protein interaction (PPI) analysis was performed using the STRING database (I suppose this is a subheading), which also revealed a strong correlation between the NLRP3 inflammasome and pro-inflammatory factors such as iNOS, IL-1β, IL-6, and TNFα (**Figure 3E**). These results provide compelling evidence that ouabain’s therapeutic effects involve transcriptional regulation of the NLRP3 inflammasome pathway and associated inflammatory mediators during *M. abscessus* infection.

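Against the control group, all 3 ouabain-treated mice had higher Nlrp3, with a log2 fold change of 1.52 (standard error 0.44, edgeR adjusted p = 0.0754), and higher Il1b (2.30, standard error 0.45, edgeR adjusted p = 0.0417) and Tnf (3.69, standard error 0.67, edgeR adjusted p = 0.0381). Ouabain-treated and control mice differed in 854 genes with edgeR, 730 higher and 124 lower after ouabain and infection, of 17566 tested. The edgeR count rested on single libraries, at 2, 1 and 4 without control mouse 1, 2 or 3, and 121, 2895 and 11 without ouabain-treated mouse 1, 2 or 3. DESeq2 called 1973 over all 6 mice and 1165 without ouabain-treated mouse 1. The paper takes its transcriptome and network results as compelling evidence that ouabain's effects include regulating transcription of the NLRP3 inflammasome pathway and associated mediators.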

**Figure 3:**
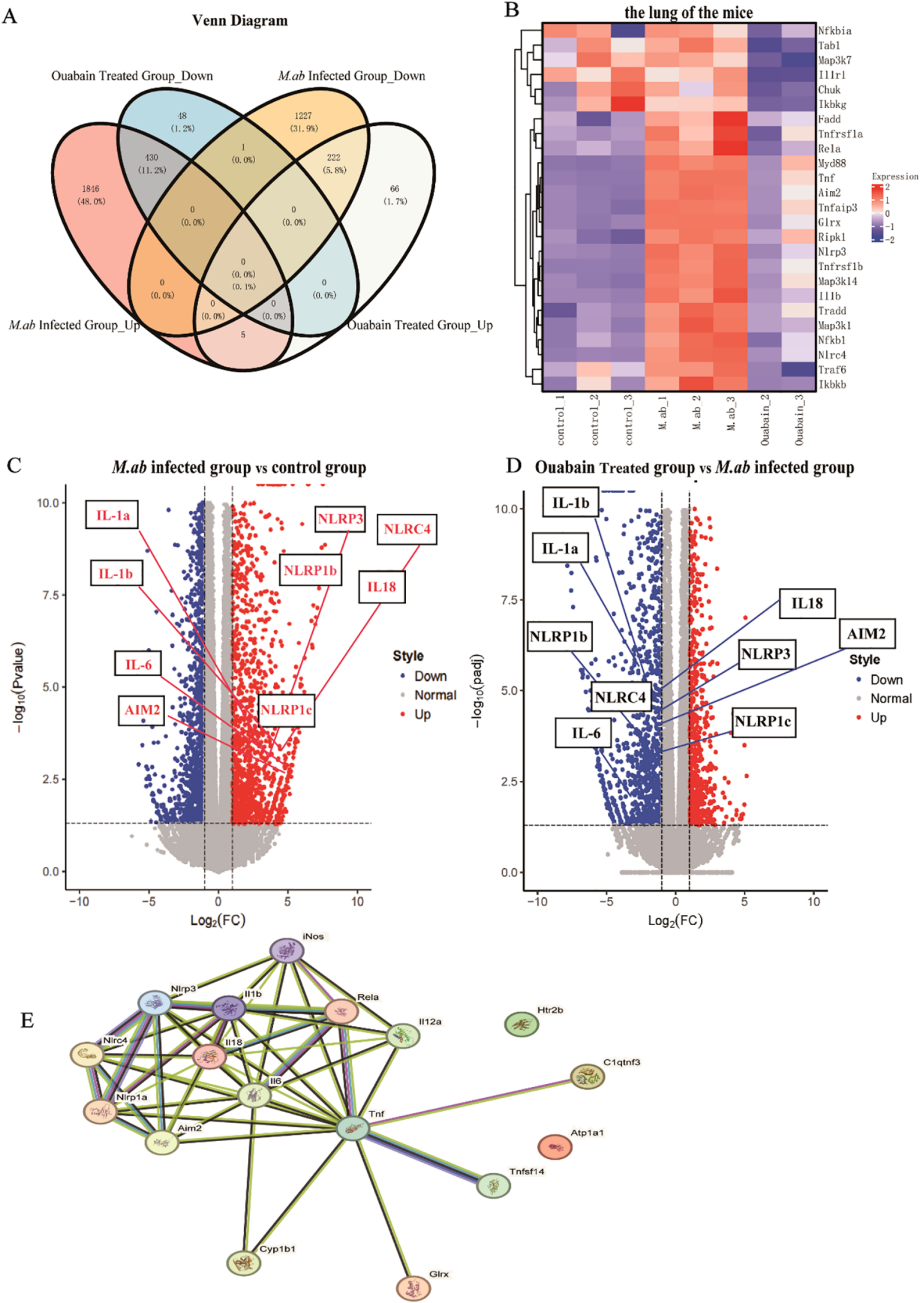
Transcriptomic profiling reveals ouabain-mediated modulation of inflammatory pathways in M. abscessus-infected lungs. **(A)** Venn diagram analysis of differentially expressed genes (DEGs) demonstrating ouabain’s bidirectional regulatory effects. DEGs were identified using thresholds of |log2FC| ≥ 1 and adjusted p-value < 0.05. **(B)** Hierarchically clustered heatmap of significantly regulated inflammatory genes (rows) across experimental groups (columns). The color scale represents z-score normalized expression values, with red indicating upregulation and blue indicating downregulation. **(C, D)** Volcano plots of transcriptomic changes: **(C)** M. abscessus-infected vs control (highlighting infection-upregulated inflammasome genes), **(D)** Ouabain-treated vs infected (showing reversal of inflammatory gene expression). **(E)** Protein-protein interaction network generated using STRING (confidence score > 0.7), highlighting core NLRP3 inflammasome components (red nodes) and their functional associations with key inflammatory mediators (IL-1β, IL-6, TNF-α, iNOS). Edge thickness indicates interaction strength. All data represent biological triplicates (n=3/group). Statistical thresholds: |log2FC| ≥ 1, adjusted p-value < 0.05 (Benjamini-Hochberg correction). Groups as in **Figure 1**.

### Ouabain attenuates inflammation through modulation of the NOD-like receptor signaling pathway

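KEGG pathways and GO terms were taken as the deposited table annotates them. It assigns at least 1 of 326 KEGG pathways to 8120 genes and a GO biological process to 20163 genes. Over-representation was computed with Fisher's exact test, one-sided, for upregulated genes after infection and downregulated genes after ouabain. The background was the tested genes that carry any KEGG pathway, and p values were Benjamini-Hochberg adjusted over pathways with 10 to 500 tested genes. Sets named by the paper were also tested over all tested genes, called or not, with limma's camera at a preset correlation of 0.01 between genes, two-sided, adjusted over the 10 sets tested. The NOD-like receptor signaling pathway holds 166 annotated genes, of which 147 were tested.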

To determine whether ouabain alleviated the NOD-like signaling pathway induced by *M. abscessus* infection, GO analysis and KEGG pathway enrichment of 222 candidate targets were performed. 

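The adaptive immune response was the biological process tested here among those of Fig. 4A. Of its 101 tested genes, 87 were higher in the infected than in the control group, with a median log2 fold change of 1.29 and a camera adjusted p of 3.4e-12 (Benjamini-Hochberg). The limma function fry, which estimates the correlation between the genes of a set from the data, gave 3.1e-05, and camera with an estimated correlation 0.0974. All 10 sets tested after infection passed with fry and 0 with camera's estimated correlation, whose adjusted p ranged from 0.0505 to 0.145. At the preset correlation camera passed all 10, and with each mouse left out in turn all 10 still passed.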

GO analysis highlighted GO terms with high enrichment of DEGs (>100 genes), which showed that upregulated genes induced by *M. abscessus* were mainly associated with the following functions: response to adaptive immune response (ontology: biological process), external side of the plasma membrane (ontology: cellular component), and receptor regulatory activity (ontology: molecular function) (**Figure 4A**). 

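In mice 2 and 3 of the ouabain-treated group, the adaptive immune response was lower than in the infected group, with a camera adjusted p of 4.0e-06 (Benjamini-Hochberg). Over all 3 mice, 26 of its 102 tested genes were higher, with a median log2 fold change of -0.20 and a camera adjusted p of 8.0e-04. The result rested on mouse 2, without which the camera adjusted p was 0.698, and fry gave 0.0833 over mice 2 and 3 and 0.399 over all 3. T cell activation is annotated for 35 genes, negative regulation of lymphocyte activation for 3 and activation of the immune response for 2 in the deposited table, and these terms were not tested.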

Depending on the outcome of the *M. abscessus-infected* group, the enriched biological process ontologies in the ouabain-treated group were negative regulation of lymphocyte activation, T cell activation, and activation of the immune response. These enriched molecular functional entities are mainly receptor regulation and receptor-ligand activity. 

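The deposited table gives a cellular component for 1076 genes and a molecular function for 273, and none of these genes carries a biological process in it. The external side of the plasma membrane is annotated for 10 genes. These ontologies were not tested because so few genes carry them in the table.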

The cell component analysis revealed that the external side of the plasma membrane accounted for the largest proportion (**Figure 4B**). KEGG pathway analysis identified 20 remarkable pathways in the *M. abscessus*-infected group, presenting the pathways of upregulated genes: viral, tuberculosis, phagosome, NOD-like receptor signaling pathway (cellular processes), and immune system (organismal systems) (**Figure 4C**). 

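Among the 785 infection-upregulated genes with a KEGG pathway, of 5707 tested genes with one, 57 of 309 pathways passed an adjusted p of 0.05. With all tested genes as background the number was 62. Cytokine-cytokine receptor interaction ranked first, with 96 of its 204 tested genes, 3.42 times the number expected (Fisher's exact test, adjusted p = 2.3e-29). The NOD-like receptor signaling pathway ranked 13, with 56 of 147 genes, 2.77 times the number expected (Fisher's exact test, adjusted p = 1.7e-12). Tuberculosis held 53 of 152 genes (2.53 times, Fisher's exact test, adjusted p = 3.2e-10) and Phagosome 51 of 144 (2.57 times, Fisher's exact test, adjusted p = 3.7e-10). Of the 9 pathways of viral infections drawn in Fig. 4C, 8 passed, with 1.62 to 2.55 times the number expected and adjusted p values up to 0.00282. Among them, Epstein-Barr virus infection held 64 of 190 genes (Fisher's exact test, adjusted p = 1.6e-11). Human papillomavirus infection did not pass, with 42 of 312 genes, which is 0.979 times the number expected.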

The enriched KEGG pathways of the ouabain-downregulated genes included the NOD-like receptor signaling pathway, Tuberculosis, Toll-like receptor signaling pathway, NF-κB signaling, and cell adhesion molecules (**Figure 4D**). 

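The edgeR list of downregulated genes over ouabain-treated mice 2 and 3 held 83 genes with a KEGG pathway, of 5717 tested, and 8 of 308 pathways passed an adjusted p of 0.05. Tuberculosis held 9 of 151 genes (Fisher's exact test, adjusted p = 0.0195) and Cell adhesion molecules 8 of 126 (0.0226). The NOD-like receptor signaling pathway held 2 of 148 genes, 0.931 times the number expected, the Toll-like receptor signaling pathway 4 of 85 (0.321) and NF-kappa B signaling 5 of 88 (0.179). DESeq2 over the same mice gave 196 downregulated genes with a pathway, of 5651, and 33 of 308 pathways passed. In that list Tuberculosis ranked 3 (24 of 149 genes, Fisher's exact test, adjusted p = 1.7e-08) and the NOD-like receptor signaling pathway ranked 26 (13 of 147 genes, 0.0195). Cell adhesion molecules (19 of 124, 1.6e-06), the Toll-like receptor signaling pathway (13 of 85, 1.3e-04) and NF-kappa B signaling (11 of 89, 0.00364) also passed. Testing these 2 lists was chosen after seeing the data.
With mouse 1 included, edgeR over all 3 mice gave 0 downregulated genes by adjusted p and 221 by unadjusted p, so that the former list could not be tested. The 72 genes with a pathway that DESeq2 gave by unadjusted p, of 6594, led to 3 of 312 pathways, with 2 of 151 genes in the NOD-like receptor signaling pathway.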

Given the above results, we submitted the complete gene expression datasets to Gene Set Enrichment Analysis (GSEA) and extracted biological knowledge. Judging from the gene rank distribution and enrichment scores of the rank association matrix in the gene list, both the activated and repressed gene sets showed relatively reliable enrichment. These gene sets were significantly enriched and mainly related to the inflammatory response (**Figures 4E, F**) and cellular response to molecules of bacterial origin (**Supplementary Figures S2B, C**). These findings implied that ouabain has potent, targeted regulatory effects in the *M. abscessus*-infected mouse model, principally influencing infection- and inflammation-associated pathways, such as the NOD-like receptor signaling pathway.

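The inflammatory response was tested over its 229 tested genes. After infection, 161 were higher, with a median log2 fold change of 0.96 (camera adjusted p = 1.2e-09, Benjamini-Hochberg). Preranked gene set enrichment with fgsea over all tested genes gave a normalized enrichment score of 2.49, and 2.25 over the called genes alone. In ouabain-treated mice 2 and 3 the set was lower than in the infected group, with a camera adjusted p of 2.8e-05 and a fry adjusted p of 0.0833. Over all 3 mice, 76 of the 229 genes were higher, with a median of -0.18 and a camera adjusted p of 0.00105. The fgsea score over all 3 mice was -1.89 (adjusted p = 5.2e-06 from fgsea's permutation test). Ranking only the genes that DESeq2 called over mice 2 and 3, chosen after seeing the data, left 37 genes of the set with a score of -1.67 and an fgsea permutation adjusted p of 0.134. With fry over all 3 mice the adjusted p was 0.399, with camera's estimated correlation 0.548, and without mouse 2 the camera adjusted p was 0.698.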

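The NOD-like receptor signaling pathway was higher after infection in 115 of 147 tested genes, or 78.2%, with a median log2 fold change of 0.60 (camera adjusted p = 2.3e-10, Benjamini-Hochberg). Its fgsea score was 2.43 over all tested genes. Over ouabain-treated mice 2 and 3 it was lower than in the infected group with a camera adjusted p of 6.5e-04, while fry gave 0.177. Including mouse 1, 51 of 147 genes were higher, with a median of -0.081 and a camera adjusted p of 0.0184, and the fgsea score was -1.49 (adjusted p = 0.00507 from fgsea's permutation test). With fry over all 3 mice the adjusted p was 0.444, and without the filter on low counts camera gave 0.0617. Without mouse 2 the direction turned to higher (camera adjusted p = 0.698). Of the 10 sets tested after ouabain, 8 passed over all 3 mice with camera and 8 with fgsea. With camera 10 passed over mice 2 and 3 and 0 without mouse 2, and with fry 0 passed over all 3 mice or over mice 2 and 3. Phagosome, at 0.0455 over all 3, also no longer passed without infected mouse 3 (0.102) or ouabain-treated mouse 3 (0.0907). Cellular response to lipopolysaccharide passed without ouabain-treated mouse 3 (0.0362) and without mouse 1, and Cell adhesion molecules without mouse 1 (0.0299).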

**Figure 4:**
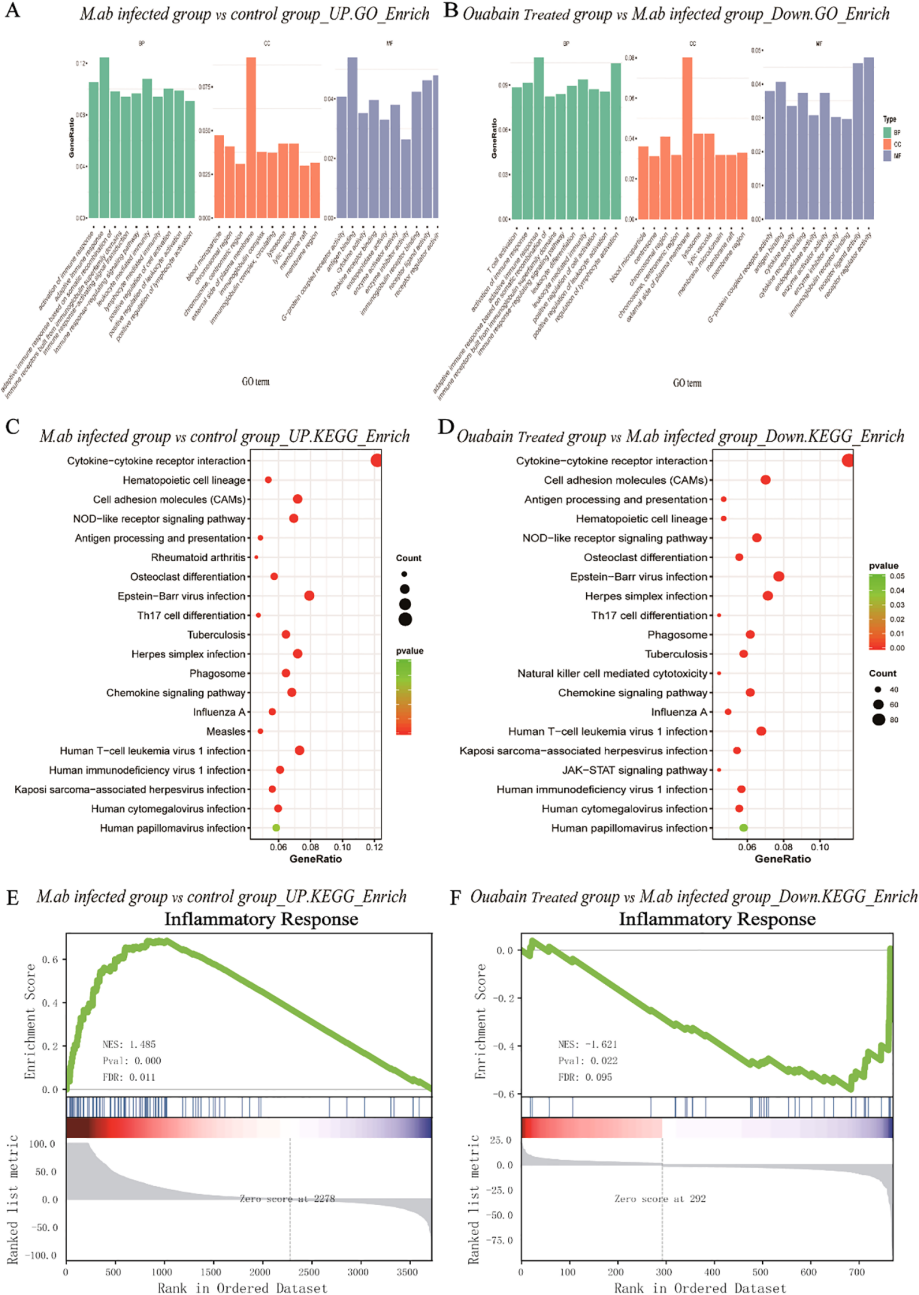
Bioinformatic analysis of transcriptomic alterations in *M. abscessus*-infected lungs following ouabain treatment. **(A)** Upregulated GO terms include biological process, cellular component, and molecular function. **(B)** Down-regulated GO terms include biological process, cellular component, and molecular function. **(C)** KEGG pathway analysis of upregulated proteins. **(D)** KEGG pathway analysis of down-regulated proteins. The vertical axis represents the pathway category, and the horizontal axis represents the enrichment score [−log(P-value)] of the pathway. Significantly enriched KEGG pathways (*P* < 0.05) are presented. GSEA analysis demonstrates that known inflammatory responses are enriched in the M. abscessus-infected model group **(E)**. There is negative regulation of the inflammasome-mediated signaling pathway in the ouabain-treated group **(F)**. Groups as in **Figure 1**.

### Ouabain inhibits *M. abscessus*-induced M1 macrophage polarization

To characterize the immunomodulatory potential of ouabain in *M. abscessus* infection, we first evaluated macrophage polarization patterns in infected murine lungs. Our qPCR results revealed a distinct M1 macrophage polarization profile in response to *M. abscessus* infection. Compared to uninfected controls, infected lung tissues exhibited significant upregulation of key pro-inflammatory markers: inducible nitric oxide synthase (iNOS, 3.8-fold), interleukin-6 (IL-6, 4.2-fold), interleukin-1β (IL-1β, 4.3-fold), and tumor necrosis factor-α (TNF-α, 3.5-fold) (**Figures 5A–D**). Remarkably, ouabain treatment substantially mitigated this inflammatory response, decreasing expression of these markers by more than 2-fold compared to untreated infected mice. These transcriptional changes were corroborated at the protein level. Lung tissues were homogenized in PBS and centrifuged at 12,000 × g for 15 min at 4°C. The resulting supernatants (lung tissue homogenate supernatants) were collected for cytokine analysis. ELISA measurements demonstrated that *M. abscessus* infection significantly elevated lung tissue supernatant concentrations of IL-1β (385 ± 42 pg/mL), IL-6 (320 ± 38 pg/mL), and TNF-α (245 ± 30 pg/mL) (all *p* < 0.001 versus uninfected controls). Ouabain treatment effectively normalized these cytokine levels to 185 ± 22 pg/mL (IL-1β), 160 ± 18 pg/mL (IL-6), and 112 ± 15 pg/mL (TNF-α) (*p* < 0.01 versus infected untreated group; **Figures 5E–G**). Notably, neither infection nor ouabain treatment significantly altered IL-10 levels (**Figure 5H**). Transmission electron microscopy (TEM) analysis demonstrated that *M. abscessus* infection triggered significant activation of pulmonary macrophages, manifested by distinct ultrastructural alterations including: (1) markedly increased cytoplasmic electron density, (2) prominent proliferation of intracellular organelles (particularly mitochondria [M], indicated by red asterisks), and (3) substantial accumulation of both autolysosomes (ASS, red arrows) and azurophilic granules (AG, blue arrows) (**Figure 5I**). Notably, ouabain treatment effectively preserved macrophage ultrastructural integrity, significantly attenuating both organelle stress and the formation of inflammatory particles.

**Figure 5:**
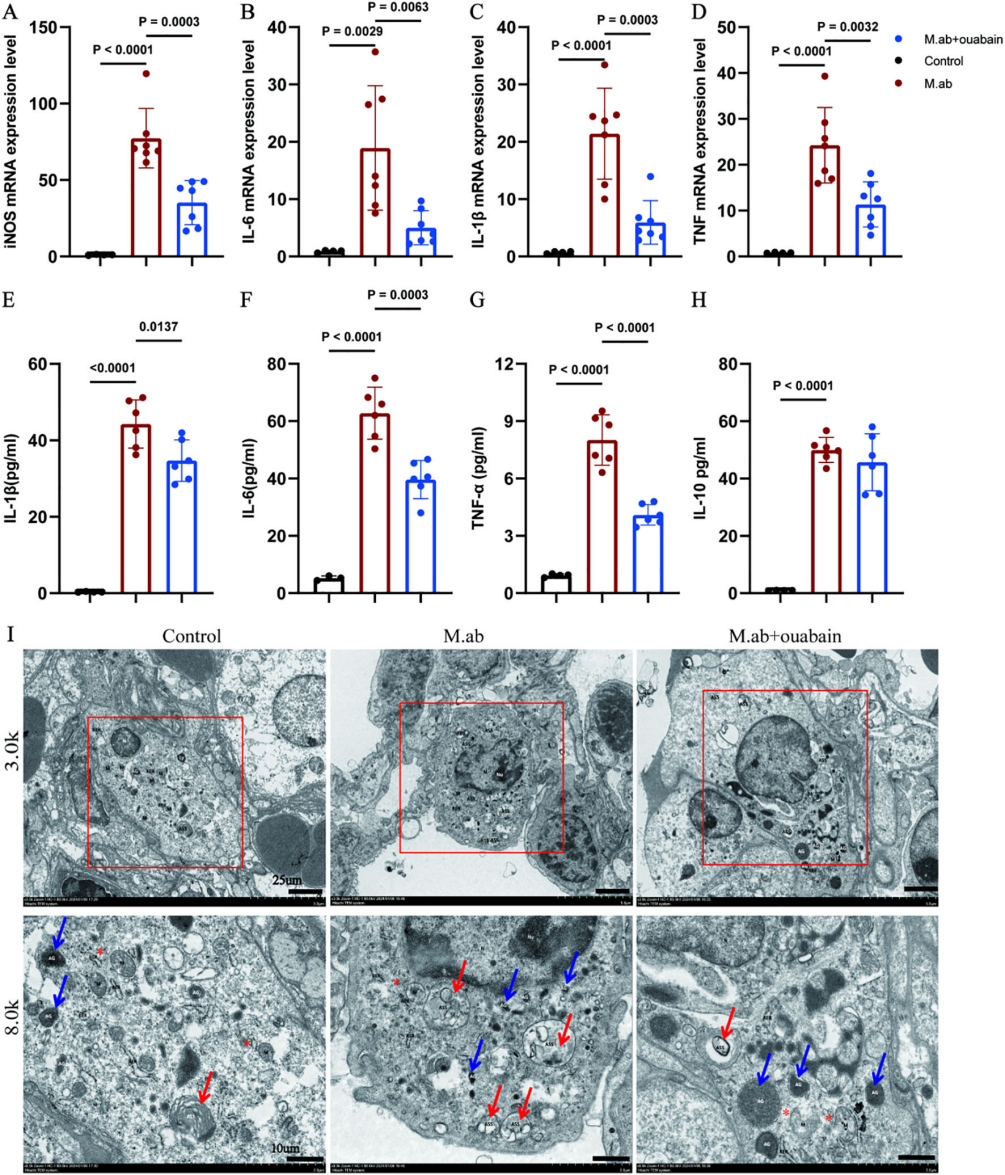
Ouabain suppresses *M. abscessus*-induced M1 macrophage polarization and proinflammatory responses. **(A–D)** qRT-PCR analysis of M1 macrophage markers in lung tissue: Quantification of **(A)** iNOS, **(B)** IL-6, **(C)** IL-1β, and **(D)** TNF-α mRNA expression in *M. abscessus*-infected murine lungs. Data normalized to GAPDH and presented as fold-change relative to uninfected controls (ΔΔCT method). **(E–H)** Circulating cytokine profiles: ELISA measurement of **(D)** IL-1β, **(E)** IL-6, **(F)** TNF-α, and **(G)** IL-10 levels in lung tissue supernatants. Bars represent mean ± SEM. **(I)** Representative images of transmission electron microscopy images in the murine lung tissues in low magnification images (3,000x, Scale bar = 25 μm) and high magnification images (8,000x, Scale bar = 10 μm). All qPCR data represent ≥3 independent experiments performed in duplicate. Groups as in **Figure 1**.

### Ouabain attenuates inflammatory responses by inhibiting NLRP3 inflammasome activation and IL-1β production in macrophages

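Pycard, Casp1 and Gsdmd encode ASC, caspase-1 and gasdermin D, which act with NLRP3. After infection their log2 fold changes were 1.96 (standard error 0.11, edgeR adjusted p = 3.1e-07) for Pycard (chromosome 7 from 127989708 to 127993867), 2.57 (standard error 0.080, edgeR adjusted p = 3.3e-09) for Casp1 (chromosome 9 from 5298517 to 5307265) and 1.21 (standard error 0.065, edgeR adjusted p = 1.6e-07) for Gsdmd (n = 3 mice per group). Over ouabain-treated mice 2 and 3 against the infected group they were -0.75 (standard error 0.45, edgeR adjusted p = 0.341), -0.61 (standard error 0.36, edgeR adjusted p = 0.342) and -0.30 (standard error 0.22, edgeR adjusted p = 0.435) in the same order. Over all 3 mice they were -0.35 (standard error 0.46, edgeR adjusted p = 0.747), -0.26 (standard error 0.39, edgeR adjusted p = 0.778) and -0.18 (standard error 0.21, edgeR adjusted p = 0.712), and DESeq2 over all 3 mice passed none of the 3 either, among 57 genes it called. Without mouse 2 the sign turned for each of them, to 0.063, 0.11 and 0.043. Pycard was at 21.8 ± 1.81 CPM in the infected group (SD, n = 3) and at 25.9, 5.97 and 19.9 CPM in ouabain-treated mice 1, 2 and 3. Casp1 was at 53.4 ± 2.00 CPM in the infected group and at 65.2, 19.4 and 50.9 CPM in these mice. Il10 had a log2 fold change of 3.99 (standard error 0.82, edgeR adjusted p = 0.00278) after infection, from 5 counts over the 3 control mice, and -0.16 (standard error 0.87, edgeR adjusted p = 0.941) after ouabain over all 3 mice. Without infected mouse 2 the latter was 0.29, without ouabain-treated mouse 2 it was 0.40, and over mice 2 and 3 it was -1.06. Nlrp6 did not pass the filter on low counts.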

Our transcriptomic analysis identified NLRP3 inflammasome pathway modulation as the principal mechanism underlying ouabain’s anti-inflammatory activity during *M. abscessus* infection. This finding was substantiated by immunohistochemical analysis of lung tissues, which revealed significant downregulation of NLRP3, IL-1β, ASC, and Caspase-1 expression in ouabain-treated animals relative to infected controls (**Figures 6A–D**). These data collectively confirmed ouabain’s suppression of functional inflammasome activation. While ouabain monotherapy significantly reduced inflammation, the incomplete normalization of NLRP3/IL-1β levels suggests two complementary strategies: Low-dose corticosteroids could augment ouabain’s immunomodulation while minimizing toxicity, as shown in tuberculosis models. Following established protocols (27), bone marrow-derived macrophages (BMDMs) were differentiated into M0 macrophages (PMA-stimulated) and challenged with *M. abscessus*. The infection induced pronounced M1 polarization, as demonstrated by 3-4-fold upregulation of characteristic M1 markers (iNOS, IL-6, and TNF-α; *p* < 0.01 versus unstimulated M0 controls, **Figures 6E–I**). Notably, co-treatment with 100 nM ouabain attenuated these pro-inflammatory responses by ≥50% (*p* < 0.05). These findings collectively demonstrate that ouabain mitigates *M. abscessus*-triggered inflammatory responses by specifically inhibiting NLRP3 inflammasome activation and subsequent IL-1β production in macrophages.

**Figure 6:**
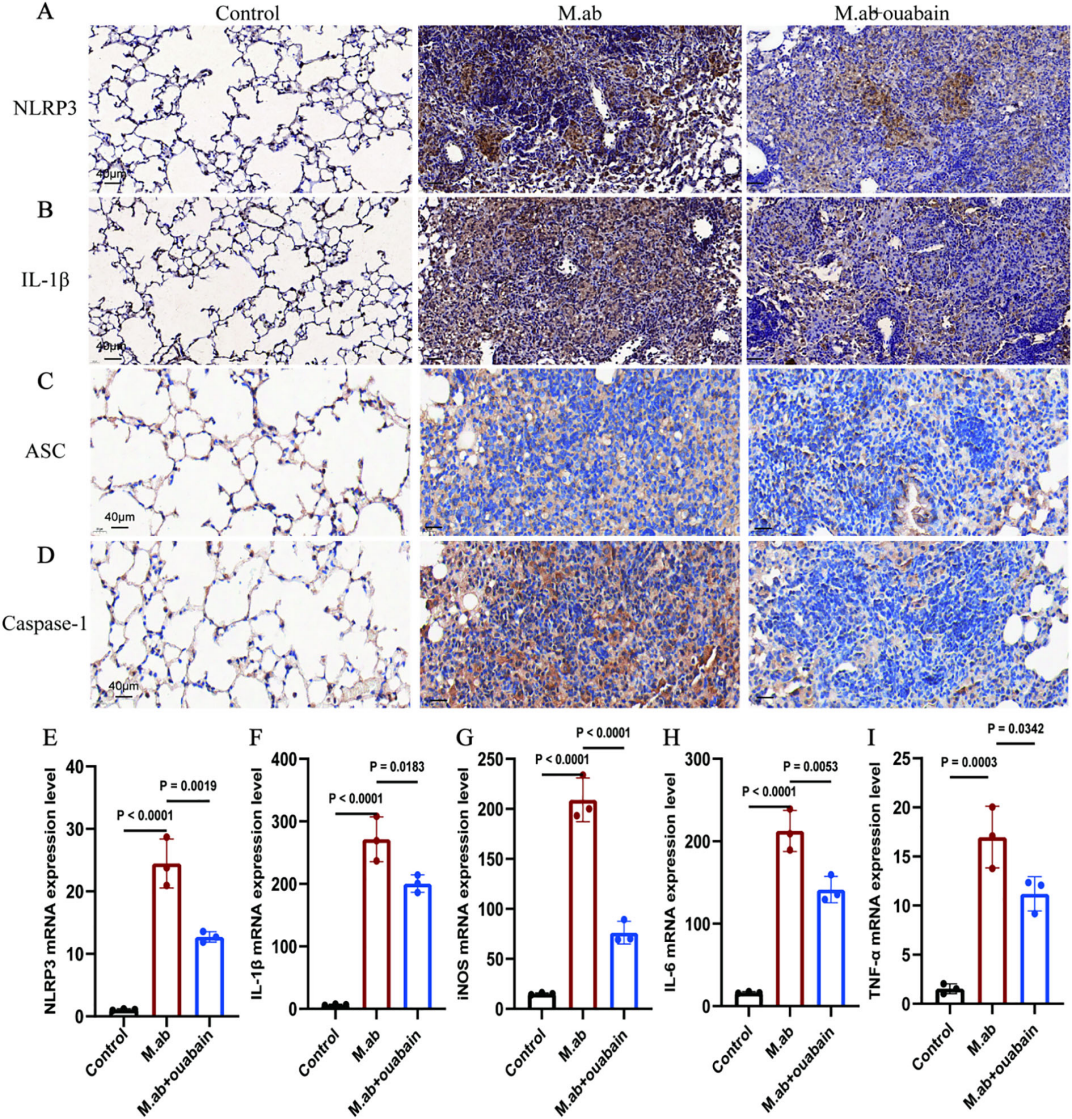
Ouabain inhibits NLRP3 inflammasome activation and IL-1β production in macrophages. **(A)** Representative images of IHC staining for NLRP3 in lung tissue of mice. **(B)** Representative images of IHC staining for IL-1β in lung tissue of mice. **(C)** Representative images of IHC staining for NLRP3 in lung tissue of mice. **(D)** Representative images of IHC staining for IL-1β in lung tissue of mice. Total original magnifications 3×, Scale bar = 500 μm and 20×, Scale bar = 50 μm. **(C–G)** *In vitro* validation using BMDMs: qRT-PCR analysis of **(E)** NLRP3, **(F)** IL-1β, **(G)** iNOS, **(H)** IL-6, and **(I)** TNF-α expression in PMA-differentiated macrophages following *M. abscessus* stimulation and co-treatment with ouabain (10μM). ΔΔCT values were used, and the mRNA expression was corrected for GAPDH and compared to unstimulated murine lung tissues or BMDMs. The qPCR results represent at least three experiments, each set up in duplicate. Groups as in **Figure 1**.

## Discussion

Among nontuberculous mycobacteria, *M. abscessus* has gained prominence as a clinically significant pathogen. It causes progressive pulmonary disease that worsens outcomes in patients with underlying lung conditions (29, 30). Our study provides novel insights into the pathogenesis of *M. abscessus* infection and identifies ouabain as a promising immunomodulatory agent against this challenging pathogen.

The pathological features of *M. abscessus* infection share similarities with other mycobacterial infections, including excessive inflammatory cell recruitment, granuloma formation, and subsequent tissue destruction (31). These processes lead to tissue remodeling that compromises lung function and establishes substantial immunological barriers to antimicrobial efficacy (32). Our findings demonstrate that ouabain, a cardiac glycoside traditionally used for heart failure management, exhibits remarkable immunomodulatory properties against *M. abscessus*-induced pulmonary infection. Importantly, our study uncovers novel mechanisms by which ouabain alleviates pulmonary inflammation and diminishes bacterial load, offering promising therapeutic avenues for this notoriously refractory infection. First, we established a robust C57BL/6 mouse model of *M. abscessus* pulmonary infection through intratracheal inoculation with 1.5 x 10^7^ CFU/50 μL, as previously described (33). This well-characterized model recapitulates key features of human disease pathogenesis while providing a standardized platform for evaluating therapeutic interventions. Notably, our study provides the first experimental evidence that ouabain treatment effectively attenuates *M. abscessus*-induced pulmonary inflammation by modulating macrophage polarization dynamics. Specifically, ouabain significantly suppressed M1 macrophage activation, as demonstrated by: (i) marked downregulation of pro-inflammatory cytokines (IL-6, TNF-α, and IL-1β) at both transcriptional and protein levels, (ii) reduced expression of M1 surface markers, and (iii) ultrastructural preservation of macrophage morphology (**Figure 5**). These findings carry important pathophysiological implications, as persistent M1 polarization is known to drive granuloma-associated tissue damage in chronic *M. abscessus* infection (8), impair bacterial clearance through excessive inflammation (6), and contribute to the fibrotic progression observed in clinical cases (9, 34). Mechanistically, we identified NLRP3 inflammasome inhibition as a central component of ouabain’s anti-inflammatory activity. This finding presents an intriguing tissue-specific paradox, as ouabain has been reported to activate NLRP3 in cardiac tissue (35), while our data demonstrate its suppressive effects in pulmonary macrophages. This dichotomy may arise from differential regulation of signaling pathways: suppression of PI3K/Akt-mediated inflammasome priming in macrophages (36) and modulation of Src/MAPK cascades that exhibit tissue-specific expression patterns, cell-type dependent responses. These findings underscore the importance of tissue context when evaluating cardiac glycosides’ immunomodulatory effects, warranting further investigation into cell-specific signaling nodes, dose-response relationships, and potential crosstalk with other inflammasomes. Ouabain demonstrates dual therapeutic efficacy by simultaneously reducing inflammatory pathology and decreasing bacterial burden (**Figures 1F, G**), representing a significant advantage over conventional antibiotics. This combined activity addresses two critical challenges in *M. abscessus* infection management: the limited penetration of antimicrobial agents through granulomatous lesions and bacterial biofilms (37) and the paradoxical worsening of inflammation during antibiotic-mediated bacterial killing. Specifically, our data show that ouabain reduced pulmonary CFU counts by 2.3-fold (*p*<0.0001, **Figure 1F**), attenuated granuloma formation by 58% (**Figures 1G, H**), and preserved alveolar architecture despite infection. This multifactorial action is particularly valuable given *M. abscessus*’s intrinsic resistance to most antibiotics (38), ability to persist within macrophages (12), and rapid development of drug resistance (4, 39, 40). The progression of *M. abscessus* infection is critically driven by chronic inflammation, which not only exacerbates tissue damage but also creates a microenvironment conducive to bacterial persistence. Compounding this challenge, therapeutic options remain severely limited due to the pathogen’s intrinsic antibiotic resistance and remarkable ability to develop adaptive resistance during treatment. Our findings significantly advance the emerging paradigm of host-directed therapy (HDT) by demonstrating that ouabain simultaneously modulates detrimental immune responses through NLRP3 inflammasome inhibition and M1 macrophage polarization, enhances bacterial clearance by maintaining optimal host defense mechanisms (**Figure 1F**), and preserves tissue integrity by preventing inflammation-mediated collateral damage (**Figures 1G, H**). This dual-action mechanism represents a crucial therapeutic balance, sufficiently robust to control infection while avoiding the immunopathology that often undermines conventional antimicrobial strategies. Such immunomodulatory precision aligns with recent HDT approaches for tuberculosis (41) and may be particularly valuable for chronic *M. abscessus infections* in cystic fibrosis patients. Ouabain’s pharmacokinetics and safety profile have been partially characterized in humans, with a plasma half-life of ~18 to 24 hours and dose-dependent effects on cardiac function (20). While its narrow therapeutic window necessitates caution, inhaled or nanoparticle-based delivery systems could mitigate systemic toxicity in pulmonary applications. Recent work with cardiac glycosides in cystic fibrosis models demonstrates that localized delivery (e.g., nebulized ouabain) could enhance lung bioavailability while minimizing systemic exposure (42). The therapeutic use of ouabain is constrained by its cardiotoxicity at high doses, necessitating rigorous dose optimization. Preclinical studies in non-human primates suggest that low-dose ouabain (0.56 mg/Kg) avoids hemodynamic alterations (28), but long-term safety in chronic infections remains unexplored. Although ouabain shows promise as a host-directed therapy, further pharmacokinetic and safety studies—particularly in immunocompromised hosts—are warranted before clinical translation.

Mounting evidence underscores the NLRP3 inflammasome as a critical regulator of antimicrobial host defense, orchestrating immune responses through two key mechanisms: IL-1β maturation, mediated by caspase-1 processing of pro-IL-1β into its bioactive form, and pyroptotic cell death, which triggers Gasdermin-D-dependent release of alarmins and facilitates pathogen clearance (43). This dual functionality enables essential immune defenses, including rapid neutrophil recruitment to infection sites (44), macrophage activation against intracellular pathogens (43), and granuloma formation to contain persistent microbes (45). However, in chronic *M. abscessus* infection, dysregulated NLRP3 activity leads to sustained inflammasome activation, driving tissue damage. Excessive IL-1β promotes fibrotic progression, and impaired resolution exacerbates immunopathology. Our findings reveal that ouabain uniquely modulates this delicate balance by suppressing excessive inflammasome activation (**Figure 6**), maintaining baseline host defense (**Figure 1F**), and preserving tissue architecture (**Figure 1G**). While our data show suppression of NLRP3 expression, ASC oligomerization and caspase-1 cleavage by ouabain, future studies should investigate the direct effects on inflammasome sensor proteins (e.g. NLRP1, NLRC4) and upstream regulators. In our comprehensive *in vitro* screening of macrophage inflammasomes, we systematically evaluated the expression profiles of NLRP3, NLRP1, NLRP6, NLRC4, and AIM2 following *M. abscessus* infection with or without ouabain treatment. Quantitative analysis revealed that NLRP3 exhibited the most significant modulation, with a 4.2-fold induction by infection and 68% suppression with ouabain (*p* < 0.01) (46). Latz et al. reported that NLRP3 is the dominant sensor in mycobacterial infections (43). Ouabain’s known PI3K/Akt modulation pathway (36) that intersects with NLRP3 priming. Our findings demonstrate that ouabain exerts significant immunomodulatory effects on this inflammatory cascade. Specifically, we observed that ouabain treatment suppressed NLRP3 inflammasome activation, reduced secretion of inflammasome-driven IL-1β, and attenuated M1 macrophage polarization both *in vitro* and *in vivo*. These effects contrast with previous reports documenting NLRP3 activation by ouabain in cardiac tissue (35), suggesting tissue-specific modulation of inflammasome activity. Notably, while prior studies established ouabain’s capacity to reduce proinflammatory cytokine production (including IL-1β) in various inflammatory contexts (25, 42, 47), our work provides the first evidence of its specific role in modulating NLRP3 inflammasome activity during *M. abscessus* infection. This novel finding expands our understanding of cardiac glycosides as potential immunomodulators for mycobacterial diseases. The current study makes several important contributions: it reveals tissue-specific effects of ouabain on inflammasome regulation. Provides the first evidence linking ouabain to NLRP3 modulation in mycobacterial infection. However, several mechanistic questions remain unresolved: potential crosstalk between ouabain-sensitive pathways and other inflammasome regulators, tissue-specific determinants of ouabain’s immunomodulatory effects. These knowledge gaps present important opportunities for future research to fully elucidate ouabain’s therapeutic potential against *M. abscessus* and other intracellular pathogens.

## Conclusion

In conclusion, our work establishes ouabain as a multifaceted therapeutic candidate for *M. abscessus* pulmonary disease, with effects spanning both immunomodulation and bacterial control. These findings open new avenues for developing host-directed therapies against challenging NTM infections and provide a strong rationale for further development of ouabain-based therapeutic strategies. While additional preclinical studies are needed, our results offer promising new avenues for addressing the growing clinical challenge of *M. abscessus* infections.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

# Supplementary material for: Ouabain alleviates Mycobacterium abscessus-triggered inflammatory responses through dual regulation of NLRP3 inflammasome activity and M1 macrophage polarization
**Source:** Front Immunol. 2025 Aug 15;16:1633882. doi: 10.3389/fimmu.2025.1633882
**Supplement:** Supplementary file 1

Ouabain alleviates *Mycobacterium abscessus*-triggered inflammatory responses through dual regulation of NLRP3 inflammasome activity and M1 macrophage polarization

Nan Li <sup>a,b,c</sup>, Songqiang Huang <sup>a,c</sup>, Xing Shi <sup>a</sup>, Kuo Lu <sup>a,d</sup>, Xiu Yu <sup>a</sup>, Chen Qiu <sup>a</sup>, Rongchang Chen <sup>a</sup>

## Supplementary results

**Table 1: The primer sequences used for the different genes are listed in Table 1 and have been used in our previous studies.**

| Table 1                                                                                      |                                       |
|----------------------------------------------------------------------------------------------|---------------------------------------|
| Oligonucleotide Primer Sequences for Real-Time Quantitative Polymerase Chain Reaction (qPCR) |                                       |
| gene                                                                                         | sequences (5' to 3')                  |
| NOD-like receptor (NLR) family pyrin domain-containing 3 (NLRP3) forward primer              | 5'-TTCTGCACCCGGACTGTAAA-3'            |
| NOD-like receptor (NLR) family pyrin domain-containing 3 (NLRP3) reverse primer              | 5'-TCGCCAAGATCATTGTTGCC-3'            |
| NOD-like receptor (NLR) family pyrin domain-containing 1 (NLRP1) forward primer              | 5'-ACA GAC ATG GAC CTC ATG GTG GTT-3' |
| NOD-like receptor (NLR) family pyrin domain-containing 1 (NLRP1) reverse primer              | 5'-CAA CTC CTC CAG GTT TCT GGC TAA-3' |
| NLR family CARD domain-containing protein 4 (NLRC4) forward primer                           | 5'-ACCTGGAAAAGGATGGGAATGAA-3'         |
| NLR family CARD domain-containing protein 4 (NLRC4) reverse primer                           | 5'-AAGTTTGGCAAGTCTCTGGGG-3'           |
| absent in melanoma 2 (AIM2) forward primer                                                   | 5'-AAA ACT GCT CTG CTG CCT CT-3'      |
| absent in melanoma 2 (AIM2) reverse primer                                                   | 5'-TCA GCA CCG TGA CAA CAA GT-3'      |
| Interleukin-1beta (IL-1 $\beta$ ) forward primer                                             | 5'-CCT CAC TGG CAG GAA ATC ATC-3'     |
| Interleukin-1beta (IL-1 $\beta$ ) reverse primer                                             | 5'-CCT CGT GGA GAC GCT TTA CAT A-3'   |
| Inducible nitric oxide synthase 2 (iNOS) forward primer                                      | 5'-CCT GGT ACG GGC ATT GCT-3'         |
| Inducible nitric oxide synthase 2 (iNOS) reverse primer                                      | 5'-GCT CAT GCG GCC TCC TTT-3'         |
| Tumor necrosis factor-alpha (TNF- $\alpha$ ) forward primer                                  | 5'-TCT CAT GCA CCA CCA TCA AGG ACT-3' |
| Tumor necrosis factor-alpha (TNF- $\alpha$ ) reverse primer                                  | 5'-ACC ACT CTC CCT TTG CAG AAC TCA-3' |
| Interleukin-6 (IL-6) forward primer                                                          | 5'-ATC CAG TTG CCT TCT TGG GAC TGA-3' |
| Interleukin-6 (IL-6) reverse primer                                                          | 5'-TAA GCC TCC GAC TTG TGA AGT GGT-3' |
| Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) forward primer                              | 5'-TGA AGC AGG CAT CTG AGG G-3'       |
| Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) reverse primer                              | 5'-CGA AGG TGG AAG AGT GGG AG-3'      |

Supplementary Table 2: Complete list of upregulated and downregulated genes between the Mab-infected group and the control group.

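The copy of the table used here holds the first 1044 of 31580 rows, with the counts of the control and infected mice, a log2 fold change and a p value per gene. In all 1044 rows the counts equal those of the deposited table. Of the 1042 rows with a fold change that could be compared, 100% lay within 0.05 on the log2 scale of the fold change that DESeq2 gives for 3 infected against 3 control mice. Of the paper's values in these rows, 132 pass both thresholds given with Fig. 3.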

Supplementary Table 3: Complete list of up-regulated and down-regulated genes between the ouabain-treated group and the infected group.

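The copy used here holds 1061 of 31111 rows, with the counts of the infected mice and all 3 ouabain-treated mice, mouse 1 included. Of 1059 rows compared, 100% of the paper's fold changes lay within 0.05 on the log2 scale of those from DESeq2 over all 3 ouabain-treated mice. Against DESeq2 over mice 2 and 3, 31.6% of 1046 rows did. Of the paper's values in the rows at hand, 3 pass both thresholds given with Fig. 3.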

Supplementary Figure 1:

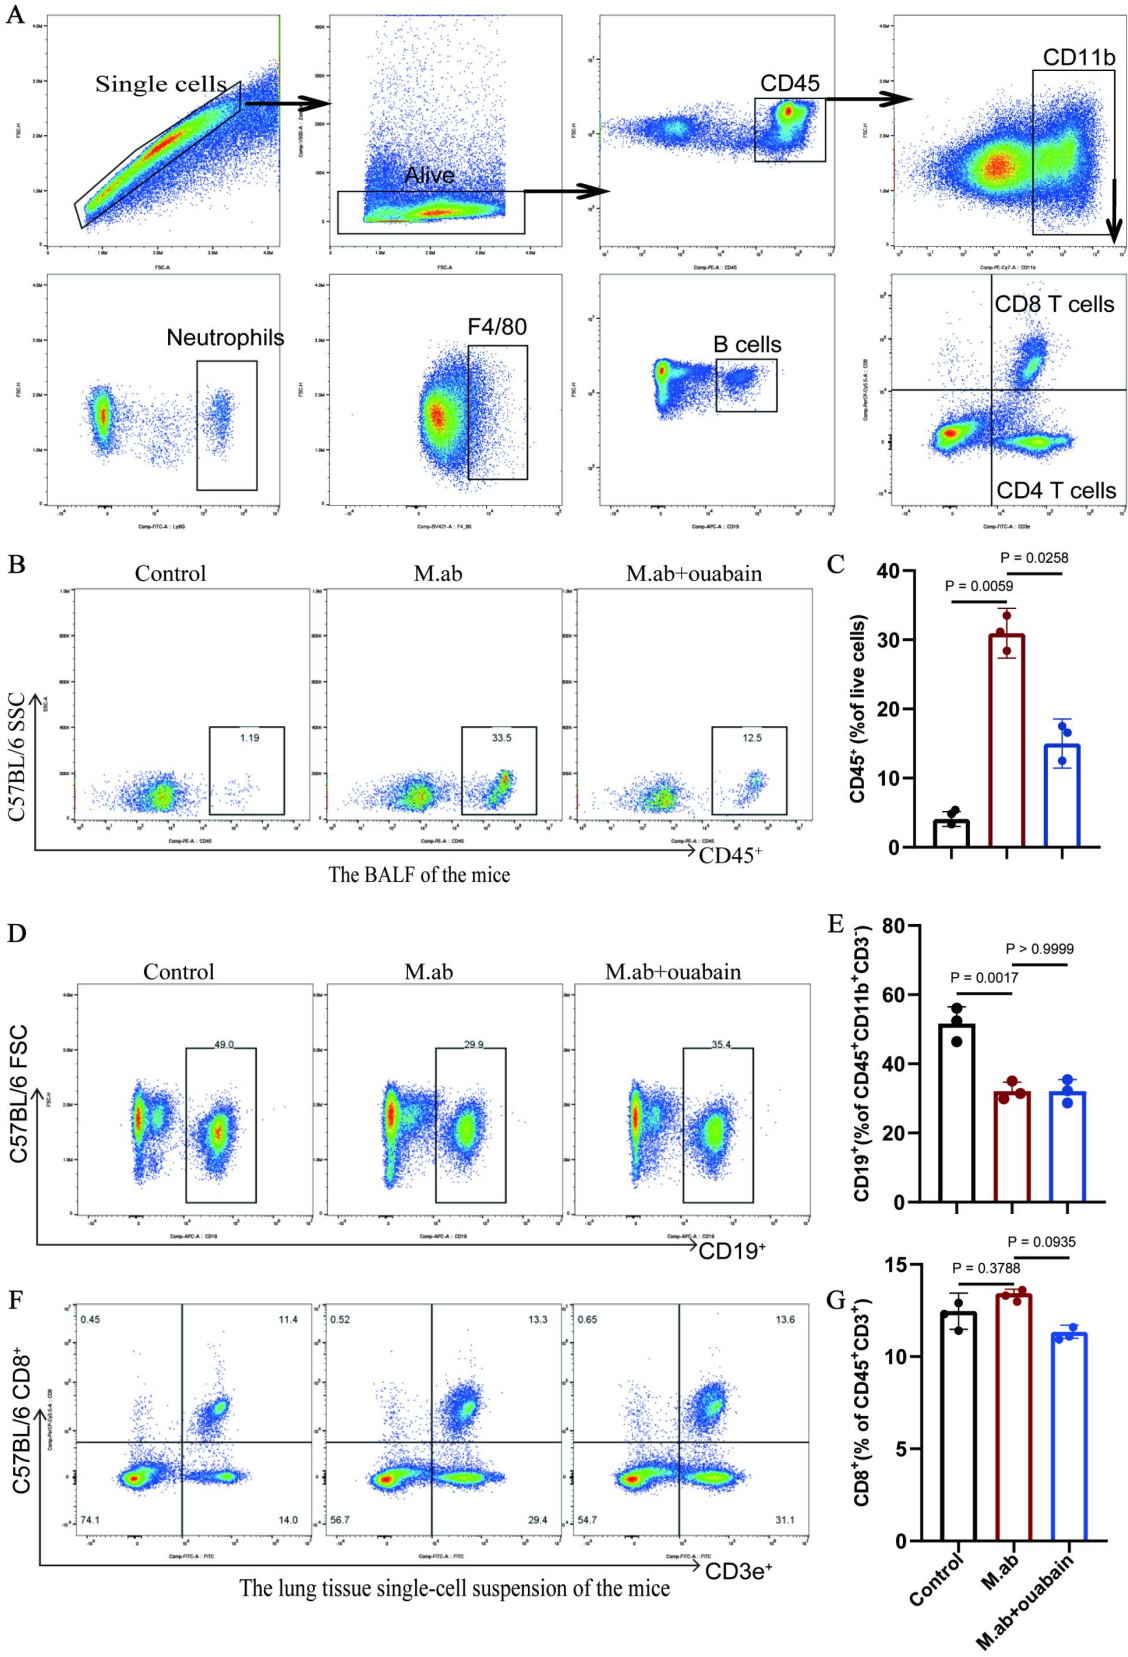

Supplementary Figure 1. Flow cytometry analysis of *M. abscessus* infected murine

model. (A) Gating strategy of flow cytometry analyses to identify nature and acquired immune cells in murine BALF and lung tissues. (B-C) Gating for the BALF CD45<sup>+</sup> leukocytes. Representative FACS plots (D) and bar graphs (E) show the percentage of B cells in the lung tissues. Representative FACS plots (F) and bar graphs (G) show the percentage of T cells in the lung tissues. Data from three separate experiments were combined and shown. Data are represented as mean  $\pm$  SEM, \*  $p < 0.05$  from unpaired student's t-test. \*"**Groups as in Fig. 1**"\*.

## Supplementary Figure 2:

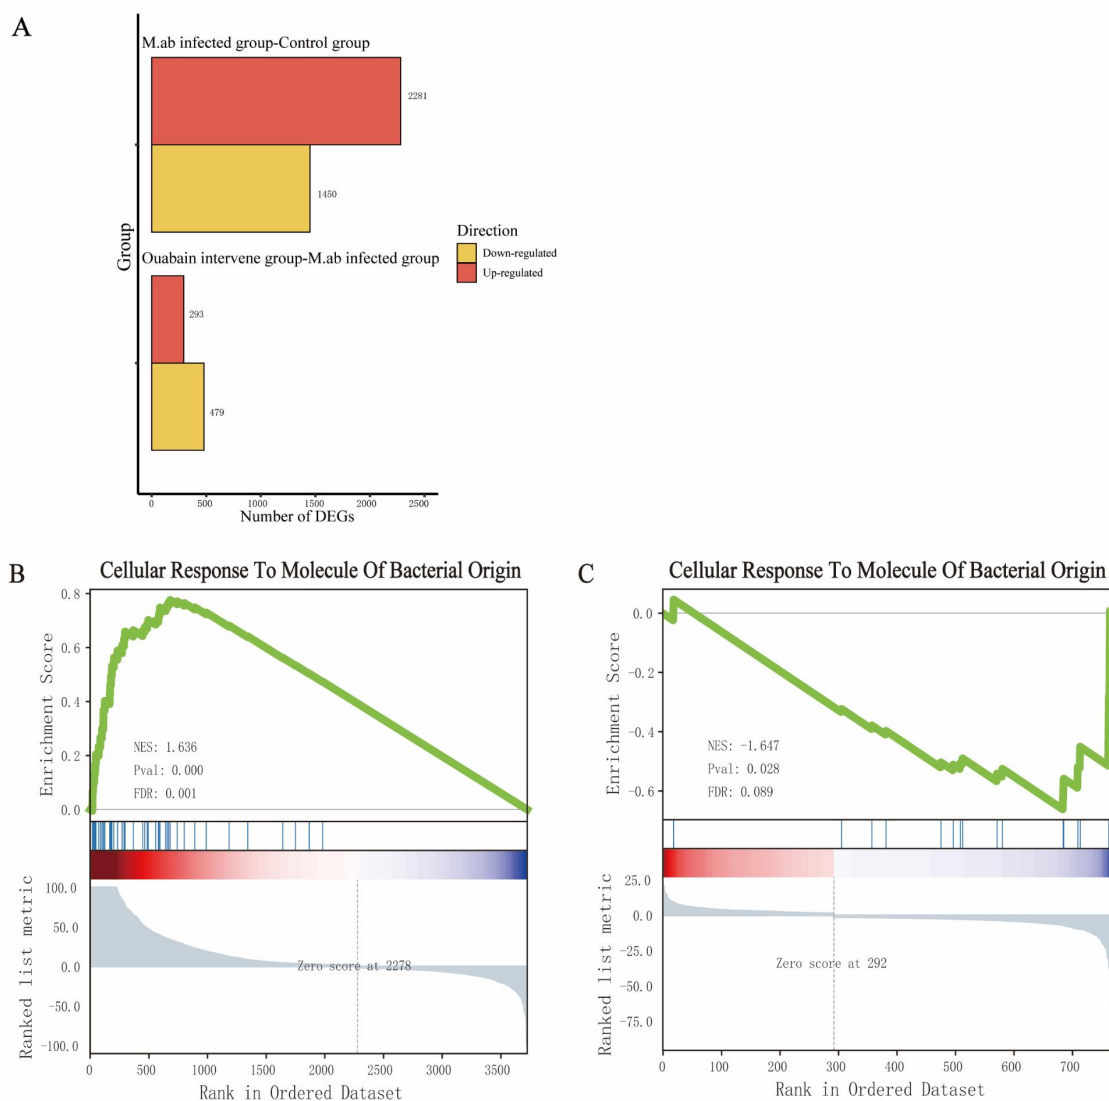

**Supplementary Figure 2.** RNA-sequencing data analysis of *M. abscessus* infected murine lung tissues (A) The total number of DEGs up-regulated and down-regulated in *M. abscessus* -infected lungs with or without ouabain treatment. GSEA analysis

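The deposited table annotates cellular response to molecules of bacterial origin for 4 genes, too few to test, and the narrower term cellular response to lipopolysaccharide for 151. After infection, 90 of the 131 tested genes of the latter were higher, with a median log2 fold change of 0.46 (camera adjusted p = 3.7e-07, Benjamini-Hochberg) and an fgsea score of 2.34. In mice 2 and 3 of the ouabain-treated group the term was lower than in the infected group (camera adjusted p = 0.00629, fry adjusted p = 0.150). Over all 3 mice, 51 of 132 genes were higher, with a median of -0.068, a camera adjusted p of 0.0958 and an fgsea score of -1.11 (permutation adjusted p = 0.216). Without mouse 2 the direction turned to higher.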

demonstrates that cellular response to molecules of bacterial origin is enriched in the *M. abscessus* infected model group (B), while negative regulation is in the ouabain treated group (C). \*"Groups as in Fig. 1"\*.

How the deposited data were processed for this re-analysis (not part of the article)

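Gene expression was read from the lungs of 9 female mice, 3 saline-treated controls, 3 mice infected with *M. abscessus* and 3 infected mice treated with ouabain before infection. Total RNA of each lung was made into 1 library, and no libraries were pooled. According to the methods, the authors trimmed low-quality reads and used the mm10 genome. The paper's text does not name the aligner or the program that counted reads on genes. The authors deposited 1 table with the count of reads per gene and mouse as whole numbers, without normalization. All 9 columns of counts were used. The table holds 54232 entries, of which 54079 carry an Ensembl identifier of GENCODE mouse release 21 (GRCm38). For 98 entries the symbol and all 9 counts repeated those of an earlier entry, 60 of them with counts, and these were left out. They held at most 0.131% of a library. The 27 symbols that a spreadsheet had turned into dates were named from their Ensembl identifiers. No read was counted in any library for 21657 genes.

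The total count per mouse was 19468026, 20998747 and 19887714 in the control group, 20527441, 20244266 and 21017663 in the infected group and 18750913, 17112798 and 16771233 in the ouabain-treated group. The medians of the groups were 19887714, 20527441 and 17112798. Intervals and floors given for counts cover counting error only, at a level of 95% and a floor of 3 counts.

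Analyses were run in R 4.3.3. Groups were compared with edgeR 4.0.16, using TMM normalization, the function filterByExpr with its defaults of 10 counts and 15 in total, robust dispersion estimates and the quasi-likelihood F test. Each fit held only the groups compared. Standard errors of edgeR fold changes were computed back from the F statistic, as the size of the fold change divided by its square root. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, the thresholds given with Fig. 3. The comparisons were infected against control mice, ouabain-treated against infected mice and, as a comparison the paper does not report, ouabain-treated against control mice. Positions between the groups used log2 CPM with a prior count of 2. Single values were compared with exact permutation tests, two-sided, where 3 mice against 3 cannot give a p below 0.1. Gene sets were tested with camera and fry of limma 3.58.1, camera with a preset correlation of 0.01 between genes, and with fgsea 1.28.0. KEGG over-representation was computed with Fisher's exact test, one-sided, over pathways with 10 to 500 tested genes. KEGG pathways and GO terms were those annotated in the deposited table. Random draws used the seed 11.

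The heat map of Fig. 3B shows ouabain-treated mice 2 and 3, and the legend gives 3 mice per group. Values were therefore computed over mice 2 and 3 and over all 3 mice, and no library was relabelled. Replicate numbers were not treated as pairs, since neither the paper nor the labels pair them. As a check, residuals of mice with the same number in different groups were correlated across genes. The 9 correlations lay between -0.154 and 0.149, and 1 was above 0.1. For mice with different numbers the 18 correlations lay between -0.168 and 0.166.

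The tests, thresholds, comparisons, marker lists and most alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0, unadjusted p values, no fold change minimum, RLE in place of TMM normalization, no filter on low counts, a fit of all 3 groups, the replicate number as a block, a prior count of 5, other set tests and each mouse left out in turn. Those chosen later are named as such where they are given. Genes were named by a rule that covers each gene that the paper's text or Fig. 3 names for the transcriptome, genes the text names for other assays, and for the infection and ouabain comparisons the 5 called genes with the largest and the 5 with the lowest log2 fold change. The last part covered genes with a mean normalized count of at least 50 and no overlap between the groups. Of the genes this rule covers, 1 is not reported here. The rows of Supplementary Tables 2 and 3 in the copies at hand had been seen when the rule was written. In the ouabain comparison no gene was called by edgeR over all 3 mice, so that the last part named no gene there.

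The procedure was tested on simulated data with 200 changed genes per comparison. The changes put in all exceeded the fold change minimum, in genes with a mean count of at least 50, and each gene was drawn on its own. The recovery therefore does not tell how often smaller changes are called, or changes among mice that deviate together over many genes. In the infection comparison edgeR recovered 198 with 0 false calls and DESeq2 198 with 0. In the ouabain comparison edgeR recovered 190 with 9 false calls and DESeq2 194 with 32. Over ouabain-treated mice 2 and 3, edgeR recovered 196 with 11 false calls and DESeq2 198 with 21. In the comparison of ouabain-treated with control mice, edgeR recovered 191 with 7 false calls and DESeq2 197 with 29.

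Marker lists covered neutrophils, monocytes and macrophages, alveolar macrophages, M1 and M2 macrophages, B cells, plasma cells, T cells, NK cells, ciliated cells, club cells, type 2 and type 1 alveolar cells, endothelial cells, erythroid cells, platelets, heart muscle, skeletal muscle, adipocytes, thymus, proliferation and sex. A gene of a list was read when its mean level over the 9 mice was at least 0.5 CPM. Cell component and molecular function terms were left out because few genes carry them in the deposited table. Reads were not among the data at hand, so that trimming, alignment and counting could not be repeated.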

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

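Of the tests in this part, those of a wrong label, of a swap, of carried-over skeletal muscle and of dilution were chosen only after the result was seen.

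Ouabain-treated mouse 1, which the heat map of Fig. 3B does not show, lay at 1.03 on the scale from the control mean at 0 to the infected mean at 1, within the infected mice, while mice 2 and 3 lay at 0.331 and 0.728. The tables argue against library depth and against a few genes taking most of the counts. They also argue against a wrong label, unless the ouabain-treated libraries shared a batch, and they do not decide a swap. If mouse 1 were an infected mouse under a wrong label, it should not share what sets mice 2 and 3 apart from both other groups. Over 41 to 57 genes chosen from mice 2 and 3, the control mice and 1 infected mouse, mouse 1 was shifted from a further infected mouse in the direction of mice 2 and 3 by 0.364 on the log2 scale on average. The 6 shifts lay between 0.268 and 0.483, against -0.121 to 0.121 among infected mice. A batch shared by the ouabain-treated libraries could give such a shift too. A swap with an infected mouse could leave an infected mouse out of place. Scored with genes and scale from the others, the lowest infected mouse lay at 0.895. A treated mouse that responded little could lie there as well, so that these positions do not exclude a swap. With every library thinned to 16752498 counts, mouse 1 stayed at 1.03, which argues against library depth. With the 19 most abundant genes left out, which held 7.51% to 10.2% of the counts of a library, it stayed at 1.03, which argues against a few genes taking most of the counts. A difference in the course of infection in this mouse, or in its exposure to ouabain, stays open and was not tested. Library and sequencing batches are not given in the sources used here.

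The paper does not report the comparison of ouabain-treated with control mice, in which edgeR called 854 genes, 730 higher and 124 lower. Of these, 714 and 94 were also DEGs in the same direction after infection. With every library thinned to the same total, 824 genes were called, which argues against library depth as the cause. Of the 10 splits of these 6 mice into 3 and 3, 1 gave as many called genes, the real one, and the other 9 gave 0. As 10 splits cannot give a share below 0.1, this count of splits cannot exclude chance by itself. The count also rested on single libraries. It was 2, 1 and 4 without control mouse 1, 2 or 3, 121 and 11 without ouabain-treated mouse 1 or 3, and 2895 without ouabain-treated mouse 2. The groups differ in infection by design, since the ouabain-treated mice were infected and the control mice were not. The shared DEGs go with infection as a cause, although both comparisons use the same control mice. How far infection accounts for the other genes was not tested. Mice given ouabain without infection are not among the samples, so that an effect of ouabain alone was not tested.

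Genes of the skeletal muscle list were high in ouabain-treated mouse 2, with a median log2 difference of 5.04 from the control mean. In the other 8 libraries this median lay between -0.68 and 0.11. All 6 genes of the list (6 of 6) were higher in mouse 2 than in every other library, as carried-over skeletal muscle would give. Acta1 stood at 186 CPM in mouse 2 and at most 0.603 CPM elsewhere, and Ckm at 35.3 CPM against at most 6.51 CPM. The list took 6639 counts in mouse 2, or 0.0388% (exact 95% interval 0.0379% to 0.0398%, for counting error alone), and 116 to 275 counts in the others. Control lung also expressed 3 of the 6 genes. Carried-over muscle may therefore have been present in this library, as a hypothesis found and tested on the same data, and no biological explanation was tested. The tables argue against dilution of lung RNA as the reason why mouse 2 lay nearest to the control group. Dilution could only lower the genes downregulated by infection further, but over these genes mouse 2 lay at 0.331, towards the control level.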

How the results depend on the processing

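The alternatives over ouabain-treated mice 2 and 3 that name DESeq2, fry or fgsea, those on repeated entries of the count table, those for the 8 other gene sets and the over-representation in the edgeR list without mouse 1 were chosen only after the result was seen.

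After infection, the DEG counts kept within 1.5 times under 15 of 16 alternatives in each direction. Without a fold change minimum they were 5141 higher and 4813 lower genes, which follows from the wider definition. DEGs upregulated by infection ranged from 2031 to 2538 and downregulated ones from 1302 to 1673 under the other alternatives.

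After ouabain, edgeR with adjusted p called 0 downregulated and 0 upregulated genes with RLE normalization, without the filter, without a fold change minimum, in a fit of all 3 groups and with each mouse left out except ouabain-treated mouse 1. With each mouse left out in turn, the counts were 0 to 182 downregulated and 0 to 100 upregulated genes, the highest without ouabain-treated mouse 1. Their overlaps with the infection DEGs were then 0 to 165 and 0 to 78. DESeq2 called 30 downregulated and 27 upregulated genes with overlaps of 22 and 19, and by unadjusted p 362 and 289 with overlaps of 224 and 190. Unadjusted edgeR p values gave 221 and 187 with overlaps of 159 and 133. DESeq2 over mice 2 and 3 gave 480 and 292 with overlaps of 431 and 221. With every entry of the count table kept these were 480, 293, 431 and 222, and with 1 entry per symbol 479, 292, 430 and 222. Why leaving out mouse 1 changed these counts was not tested beyond the positions of the mice, and for the other changes the cause was not tested.

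Ouabain-treated and control mice differed in 854 genes, in 1973 with DESeq2, 2571 with DESeq2 by unadjusted p, 2148 with edgeR by unadjusted p and 1944 in a fit of all 3 groups. With each mouse left out in turn the count lay between 1 without control mouse 2 and 2895 without ouabain-treated mouse 2. The cause was not tested.

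With the replicate number as a block, although the numbers do not pair the mice, edgeR called 2141 upregulated and 1374 downregulated genes after infection, 0 and 0 after ouabain, and 906 between ouabain-treated and control mice. The camera adjusted p of the NOD-like receptor signaling pathway after ouabain was 0.0139 in this replicate block fit.

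The mean position of the ouabain-treated mice lay between 0.529 and 0.880 and the slope of the ouabain on the infection fold changes between -0.398 and -0.0808 with each mouse left out in turn. For both, each of 13 alternatives moved the value by less than the SD of the mice. For an ouabain-treated mouse left out this limit decides nothing, since leaving out 1 of 3 mice cannot move their mean by an SD. Without mouse 2 the mean position went from 0.696 to 0.880 and the slope from -0.251 to -0.0808. Of the genes of the heat map, 17 to 22 were lower after ouabain under 12 alternatives. The number of these with an adjusted p under 0.05 was 0 to 1 with each mouse left out in turn and 7 with DESeq2 over mice 2 and 3. Of the 9 inflammasome genes, 8 passed after infection under 11 alternatives, and 8 to 9 were lower after ouabain under 12. The number lower with an adjusted p under 0.05 was 0 to 2 with each mouse left out in turn and 6 with DESeq2 over mice 2 and 3, and the cause was not tested.

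After infection, the NOD-like receptor signaling pathway and the inflammatory response passed under 12 alternatives each. With camera's estimated correlation their adjusted p was 0.0505 each and 0 of 8 other sets passed, where 8 had. After ouabain, the NOD-like receptor signaling pathway passed with fgsea over all tested genes (adjusted p = 0.00507), with RLE normalization (0.0190) and with the replicate block (0.0139). It had an adjusted p of 0.444 with fry, 0.548 with the estimated correlation and 0.0617 without the filter. Over mice 2 and 3 it had 0.177 with fry and 0.304 with fgsea over the called genes. With each mouse left out in turn its camera adjusted p lay between 6.5e-04 and 0.698, the latter without ouabain-treated mouse 2, where its direction was reversed. The inflammatory response after ouabain passed with fgsea over all tested genes (5.2e-06), with RLE normalization (9.7e-04), with the replicate block (6.7e-04) and without the filter (0.00575). Its other values were 0.399 with fry, 0.548 with the estimated correlation, 0.0833 with fry over mice 2 and 3, 0.134 with fgsea over the called genes of these mice, and 2.8e-05 to 0.698 with each mouse left out in turn, the latter again without ouabain-treated mouse 2. Of the 8 other sets, 6 passed after ouabain with camera, 6 with fgsea over all tested genes, with RLE normalization and with the replicate block, 5 without the filter, 0 with fry over either choice of mice, 0 with the estimated correlation, 0 with fgsea over the genes called over mice 2 and 3, and 0 to 8 with each mouse left out in turn, with 0 without ouabain-treated mouse 2. For these the cause was not tested. Ranking only the called genes was not run for ouabain over all 3 mice, since edgeR called 0 genes.

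KEGG pathways enriched among infection-upregulated genes numbered 57, 62 with all tested genes as background and 59 with unadjusted DESeq2 calls. Among ouabain-downregulated genes edgeR gave 0 genes to test, the unadjusted DESeq2 calls 3 pathways, edgeR without mouse 1 gave 8 and DESeq2 over mice 2 and 3 gave 33.

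For 53 named genes after infection, 554 of 583 values under alternatives kept the direction and the side of the threshold, 20 lost an adjusted p under 0.05, and 9 values of 4 genes were reversed. With each mouse left out in turn, the log2 fold change lay between -0.052 and 0.31 for Nfkbia, -0.0076 and 0.065 for Map3k7, -0.034 and 0.070 for Chuk and -0.19 and 0.10 for Ikbkg. In a fit of all 3 groups Map3k7 had -0.026 and Chuk -0.028. For 51 named genes after ouabain, 530 of 561 values kept both, 10 gained an adjusted p under 0.05, and 21 values of 15 genes were reversed, all with a mouse left out. The log2 fold change then lay between -0.053 and 0.11 for Nfkbia, -0.12 and 0.033 for Fadd, -0.017 and 0.10 for Tnfrsf1a, -0.077 and 0.024 for Rela, -0.16 and 0.14 for Myd88, -0.0069 and 0.066 for Tradd, -0.079 and 0.081 for Nfkb1 and -0.11 and 0.037 for Traf6. It lay between -0.15 and 0.26 for Il18, -0.39 and 0.050 for Tnfsf14, -0.75 and 0.063 for Pycard, -0.61 and 0.11 for Casp1, -0.31 and 0.043 for Gsdmd, -1.06 and 0.40 for Il10 and -1.13 and 0.14 for Cxcl9. The cause of these changes was not tested.

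With every library thinned to the smallest total, edgeR called 3431 genes after infection, 0 after ouabain and 824 between ouabain-treated and control mice. Genes that did not pass the filter on low counts, Nlrp6 among the named ones, could not be compared at this depth. Of 44 medians of gene lists, 5 hold a gene with 0 counts in a group, and 0 changed with these genes at the limit that 3 counts allow.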

Differences from the paper's values

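Of the settings in this part, those over ouabain-treated mice 2 and 3 with DESeq2 or fgsea, with or without changes to repeated entries of the count table, and the KEGG analysis of the edgeR list without mouse 1 were chosen only after the result was seen.

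The paper reports 479 downregulated genes in the ouabain-treated group, where edgeR over all 3 mice called 0. Of the alternatives set before the data were examined, DESeq2 by unadjusted p gave 362, within 1.5 times of the paper's number. The others did not come within it, with 182 for edgeR without mouse 1, 221 for edgeR by unadjusted p, 30 for DESeq2 by adjusted p and 0 for RLE normalization, no filter, no fold change minimum, a fit of all 3 groups, the replicate block and each other mouse left out. The paper reports 293 upregulated genes in this group, against 0 here. DESeq2 by unadjusted p gave 289, and the others did not come within 1.5 times, with 187 by unadjusted edgeR p, 100 for edgeR without mouse 1, 27 for DESeq2 and 0 for the rest of the alternatives just named.

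The paper reports that 430 of its downregulated genes were upregulated by infection, against 0 here. None of the alternatives set before the data were examined came within 1.5 times, with 224 for DESeq2 by unadjusted p, 165 for edgeR without mouse 1, 159 for edgeR by unadjusted p, 22 for DESeq2 and 0 for the others. The paper reports that 222 of its upregulated genes were downregulated by infection, against 0 here. DESeq2 by unadjusted p gave 190, within 1.5 times, and the others did not come within it, with 133 for edgeR by unadjusted p, 78 for edgeR without mouse 1, 19 for DESeq2 and 0 for the rest.

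DESeq2 over mice 2 and 3, chosen after seeing the values, gave 480 downregulated and 292 upregulated genes with overlaps of 431 and 221, all within 1.5 times of the paper's. With every entry of the count table kept it gave 480, 293, 431 and 222, and with 1 entry per symbol 479, 292, 430 and 222, both also chosen after seeing the values. In the copy of Supplementary Table 3 at hand, which holds 1061 of 31111 entries, 3 genes pass both thresholds by the paper's values. Of these, DESeq2 over mice 2 and 3 dropped 0, as did DESeq2 over all 3 mice and edgeR without mouse 1, and edgeR over all 3 mice called 0 of the 3. The fold changes of that table lay within 0.05 of those from DESeq2 over all 3 mice in 100% of the entries compared and of those from DESeq2 over mice 2 and 3 in 31.6%. After infection, DESeq2 on the 6 mice gave the same numbers as the paper, 3731 genes with 2281 upregulated and 1450 downregulated. With every entry of the count table kept it gave 2284 and 1454, and with 1 entry per symbol 2280 and 1451.

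In Fig. 4D the ouabain-downregulated genes of Cytokine-cytokine receptor interaction number about 80 in the paper, read by eye, against 0 from edgeR over all 3 mice. None of the settings run came within 1.5 times, with 12 for DESeq2 by unadjusted p, set before the data were examined, and 15 for edgeR without mouse 1 and 31 for DESeq2 over mice 2 and 3, both chosen after seeing the values.

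For the inflammatory response after infection, the paper's normalized enrichment score is about 1.5 in Fig. 4E, read by eye, against 2.49 from fgsea over all tested genes. Ranking the called genes alone, set before the data were examined, gave 2.25, which also differs. For ouabain the paper's score is about -1.6 in Fig. 4F, read by eye, against -1.89 here, and -1.67 over the genes called by DESeq2 over mice 2 and 3, chosen after seeing the values. The paper's text says that the complete expression data were submitted to the analysis, which the ranking of all tested genes follows and that of called genes alone does not. The ranking metric and the collection of the gene set are not given in the sources used here.

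Of the 9 inflammasome genes, which the paper draws as lowered by ouabain in Fig. 3D, 8 were lower here, over all 3 mice and over mice 2 and 3. Il18 had a log2 fold change of 0.093 over all 3 mice and 0.15 over mice 2 and 3, and was lower, at -0.15, without mouse 3.

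The paper lists the NOD-like receptor signaling pathway among those enriched in genes lowered by ouabain. Its text gives 222 candidate targets as the genes tested for enrichment, while Fig. 4D is titled with downregulated genes, so that the list behind the paper's result is not settled by the sources used here. The lists below are those of downregulated genes. The pathway held 2 of 148 genes in the edgeR list over mice 2 and 3, chosen after seeing the values, and 2 of 151 in the list of DESeq2 by unadjusted p over all 3 mice, with an adjusted p of 1 each by Fisher's exact test. In the list of DESeq2 over mice 2 and 3, chosen after seeing the values, it held 13 of 147 genes with an adjusted p of 0.0195.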

Other observations

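Of the tests in this part, those of Gapdh, of interferon-inducible genes and of the PPAR pathway and the count of splits for the ouabain comparison were chosen only after the result was seen.

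Of the 10 splits of the infected and control mice into 3 and 3, 1 gave as many called genes as the 3575 of the real one, namely the real one itself, and the other 9 gave 0. As 10 splits cannot give a share below 0.1, this count of splits cannot exclude chance by itself. In the comparison of ouabain-treated with infected mice edgeR called 0 genes, so that a count over its 10 splits decides nothing. There edgeR gave 221 lower and 187 higher genes by unadjusted p, and DESeq2 30 and 27 by adjusted p.

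Gapdh, for which the paper lists qPCR primers, rose with infection from 13.3 to 31.5 CPM, a log2 fold change of 1.29 (edgeR adjusted p = 2.0e-06) with TMM and 1.28 with RLE normalization, in 3 of 3 infected mice. Within a library, the log2 ratio of Gapdh counts to those of other reference genes rose by 0.62 for Actb, 1.03 for Hprt, 1.26 for Tbp and 1.03 for Ppia, with no overlap between the groups (exact permutation p = 0.1 each, the smallest that 3 mice against 3 allow). This argues against scaling between libraries as the cause. Reads were not at hand, so that a loss or sharing of Gapdh reads in the counting could not be examined. The values relative to Gapdh given next rest on the reads that were counted. A change in the cells of the lung with infection stays open and was not tested. Relative to Gapdh counts, Nos2 was 35.2 times its control level in the infected group and 17.3 times in the ouabain-treated group, against 83.8 and 36.8 times by CPM. The values were 4.69 and 2.76 against 11.3 and 4.89 for Il1b, 8.00 and 6.85 against 19.3 and 12.8 for Tnf, and 1.72 and 1.40 against 4.19 and 2.20 for Il6. These ouabain values are over all 3 mice and were not computed over mice 2 and 3. Of the ouabain-treated mice, mouse 1 had the highest CPM of each of these genes, for Nos2 378 against 9.71 and 112 in mice 2 and 3. Over all 3 ouabain-treated mice Gapdh had a log2 fold change of -0.53 against the infected group (edgeR adjusted p = 0.480), and -0.86 over mice 2 and 3 (0.0956).

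The 10 genes with the smallest p in the comparison of ouabain-treated with control mice were Tgtp2, Irgm2, Gm12185, Gm12250, Igtp, Gbp4, Gbp7, Tnfsf10, Tgtp1 and Wars, named after their values were seen. The deposited table annotates 6 of them to the response to interferon. With these left out, 55 infection-upregulated genes with this annotation had a median position of 1.06, 0.447 and 0.987 in ouabain-treated mice 1, 2 and 3. Lists of other infection-upregulated genes, matched on expression and infection fold change, had medians of 1.03, 0.400 and 0.875. Of 10000 such lists, 97.8% lay farther from the infected level, at 1, than the interferon genes in mouse 2 and 100% in mouse 3. In mouse 1 both lay beyond the infected level and 0.11% of the lists lay farther from it. The matched lists themselves lay near the infected level in mouse 1, so that this mouse cannot show whether interferon genes stayed closer to it. The percentile of the interferon genes among the matched lists was 99.86, 97.84 and 100 in mice 1, 2 and 3. In mice 2 and 3 interferon-inducible genes may have stayed closer to their infected level than other infection-upregulated genes, a hypothesis found and tested on the same mice.

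Plin2, named after its values were seen, had the smallest adjusted p among the 57 genes that DESeq2 called after ouabain over all 3 mice. It stood at 238 CPM in the infected group, at 107 CPM in the control group and at 141, 101 and 113 CPM in ouabain-treated mice 1, 2 and 3. Its log2 fold change after ouabain was -1.02 (DESeq2 adjusted p = 2.8e-06, edgeR adjusted p = 0.418), lower in 3 of 3 mice. Over mice 2 and 3 it was -1.16 (edgeR adjusted p = 0.0142), and edgeR called it without mouse 1 alone. Plin2 belongs to the KEGG PPAR signaling pathway. Without the genes seen first, the 51 other tested genes of this pathway went both ways, 24 of them higher, and did not pass as a set (adjusted p = 0.495 from limma's camera, adjusted over this set and the whole pathway, median log2 fold change -0.012). This test does not decide whether the PPAR pathway was lower, which stays open.

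Marker lists were read in whole lung, where each gene can also come from other cells. Control lung expressed 161 of the 181 genes listed. Of the genes in the lists, 1 is held by both the alveolar and the M2 macrophage list, and 4 of the M1 list are drawn in Fig. 3 from these libraries. After infection, the median log2 fold change of a list was 0.21 for neutrophils, 3.47 for monocytes and macrophages, 3.47 for M1 macrophages, 1.25 for M2 macrophages, 0.70 for B cells, 1.40 for plasma cells, 2.75 for T cells, 0.13 for NK cells, 2.84 for thymus, 2.93 for proliferation and 0.48 for sex. It was -0.10 for alveolar macrophages, -0.998 for ciliated cells, -1.79 for club cells, -0.12 for type 2 alveolar cells, -0.76 for type 1 alveolar cells, -0.83 for endothelial cells, -1.06 for erythroid cells, -0.94 for platelets, -1.92 for heart muscle, -0.54 for skeletal muscle and -2.01 for adipocytes. The thymus list was read from 2 of 6 genes and the sex list from Xist alone, 1 of 5.

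Relative to the infected mean, the medians of these lists in ouabain-treated mice 1, 2 and 3 were 0.030, -2.16 and -0.49 for monocytes and macrophages, 0.069, -1.89 and -0.53 for M1 macrophages, 0.078, -0.29 and 0.082 for M2 macrophages, -0.10, 0.50 and 0.11 for alveolar macrophages, and -0.38, 0.28 and 0.67 for neutrophils. For lymphocytes and dividing cells they were 0.17, -1.34 and -0.025 for T cells, -0.20, -0.48 and -0.79 for B cells, 0.62, -0.71 and -0.51 for plasma cells, 0.24, 1.31 and 1.30 for NK cells, -0.038, -1.79 and -0.34 for proliferation, and -0.0059, -1.65 and -0.55 for thymus. Lists of the airways, alveoli and vessels had -0.42, 0.41 and 0.23 for ciliated cells, -0.17, 1.26 and 0.73 for club cells, -0.18, 0.21 and -0.43 for type 2 alveolar cells, 0.13, 0.51 and 0.19 for type 1 alveolar cells, and -0.091, 0.85 and 0.21 for endothelial cells. The other lists had 0.41, 1.74 and 0.91 for erythroid cells, 0.28, 0.83 and 1.32 for platelets, -0.71, -0.074 and 0.54 for heart muscle, -0.16, 5.57 and 0.079 for skeletal muscle, -0.48, -0.28 and 0.95 for adipocytes, and -0.26, -0.89 and -0.48 for sex. No explanation of these values was tested other than for skeletal muscle.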
